# Distinct gene regulatory programs define the inhibitory effects of liver X receptors and PPARG on cancer cell proliferation

**DOI:** 10.1186/s13073-016-0328-6

**Published:** 2016-07-11

**Authors:** Daniel Savic, Ryne C. Ramaker, Brian S. Roberts, Emma C. Dean, Todd C. Burwell, Sarah K. Meadows, Sara J. Cooper, Michael J. Garabedian, Jason Gertz, Richard M. Myers

**Keywords:** Nuclear receptors, LXR, PPARG, Cell proliferation, Metabolism, Energy homeostasis, Transcription, Chromatin state dynamics, RNA-seq, ChIP-seq

## Abstract

**Background:**

The liver X receptors (LXRs, NR1H2 and NR1H3) and peroxisome proliferator-activated receptor gamma (PPARG, NR1C3) nuclear receptor transcription factors (TFs) are master regulators of energy homeostasis. Intriguingly, recent studies suggest that these metabolic regulators also impact tumor cell proliferation. However, a comprehensive temporal molecular characterization of the LXR and PPARG gene regulatory responses in tumor cells is still lacking.

**Methods:**

To better define the underlying molecular processes governing the genetic control of cellular growth in response to extracellular metabolic signals, we performed a comprehensive, genome-wide characterization of the temporal regulatory cascades mediated by LXR and PPARG signaling in HT29 colorectal cancer cells. For this analysis, we applied a multi-tiered approach that incorporated cellular phenotypic assays, gene expression profiles, chromatin state dynamics, and nuclear receptor binding patterns.

**Results:**

Our results illustrate that the activation of both nuclear receptors inhibited cell proliferation and further decreased glutathione levels, consistent with increased cellular oxidative stress. Despite a common metabolic reprogramming, the gene regulatory network programs initiated by these nuclear receptors were widely distinct. PPARG generated a rapid and short-term response while maintaining a gene activator role. By contrast, LXR signaling was prolonged, with initial, predominantly activating functions that transitioned to repressive gene regulatory activities at late time points.

**Conclusions:**

Through the use of a multi-tiered strategy that integrated various genomic datasets, our data illustrate that distinct gene regulatory programs elicit common phenotypic effects, highlighting the complexity of the genome. These results further provide a detailed molecular map of metabolic reprogramming in cancer cells through LXR and PPARG activation. As ligand-inducible TFs, these nuclear receptors can potentially serve as attractive therapeutic targets for the treatment of various cancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-016-0328-6) contains supplementary material, which is available to authorized users.

## Background

Metazoan systems are exposed to a multitude of extracellular stimuli, including both compounds that are endogenously synthesized and those obtained through diet [1–3]. In response to these environmental signals, cells activate intricate transcriptional programs [1–3]. The careful interplay between extracellular cues and intracellular gene expression responses maintains normal cellular equilibrium and is key for cellular differentiation and development [4–7]. Despite this importance, more work is needed for a thorough, molecular characterization of the temporal gene regulatory responses to diverse external signals.

The liver X receptors (LXRs), also referred to as Nuclear Receptor Subfamily 1, Group H, Member 2 (NR1H2) and Nuclear Receptor Subfamily 1, Group H, Member 3 (NR1H3), and peroxisome proliferator-activated receptor gamma (PPARG), also referred to as Nuclear Receptor Subfamily 1 Group C Member 3 (NR1C3), are ligand-activated nuclear receptor transcription factors (TFs) that respond to oxysterols [8] and fatty acids [9], respectively. LXRs are comprised of two isoforms (alpha and beta; LXRA and LXRB) that have related functions and tissue expression profiles, including a common affinity for oxysterols [8], while PPARG is activated by distinct fatty acids [9]. LXRs and PPARG maintain energy homeostasis by regulating lipid [10, 11] and glucose [12, 13] metabolism. Intriguingly, they are also key modulators of inflammatory responses [14]. These metabolic TFs are also involved in several diseases, including diabetes [12, 15–19], obesity [20–24], atherosclerosis [25–29], and cancer [30–33].

Protective functions have consistently been reported for LXRs in a variety of diverse cancers. For instance, diets rich in plant-derived phytosterols, a putative LXR agonist [34], were shown to decrease risk of breast [35], gastric [36], and lung [37] cancers. Importantly, a protective effect for phytosterols in colorectal cancer has also been demonstrated using cell lines and animal models [38]. Administration of an LXR agonist also suppressed the growth of LNCaP prostate cancer cell tumor xenografts in mice [39] while genetic ablation of LXRB results in gallbladder carcinogenesis [40]. Moreover, specific LXR activation leads to anti-proliferative effects in breast [41], prostate [33], and colorectal [32] cancer cells. Several mechanisms have been proposed for these LXR-mediated effects. For instance, cell cycle inhibition [32, 33], induction of apoptosis [42], and ligand deprivation [43] have all been described. The role of PPARG in tumorigenesis is complex and its effects appear to be tissue-specific. Several studies have suggested protective effects in breast [44], hepatic [45], and lung [31] cancers. A recent study characterized a PPARG anti-proliferative effect in lung cancer that was proposed to be due to the regulation of cellular reactive oxygen species via activation of pyruvate dehydrogenase kinase 4 (PDK4) and beta-oxidation of fatty acids [31]. However, in colorectal cancer, both tumor-suppressive [46] and tumor-facilitating [30, 47] functions have been proposed for PPARG.

To better understand the underlying gene regulatory functions of LXRs and PPARG that lead to metabolic reprogramming in cancer cells, we performed a comprehensive genome-wide analysis of LXR and PPARG activity in HT29 colorectal cancer cells. Despite common physiological effects on energy homeostasis, paradoxically, the genome-wide molecular programs elicited by LXRs and PPARG appear to be temporally distinct. Our results highlight the advantages of integrating multiple levels of transcriptional regulation rather than relying on a single feature. From a broader perspective, this work supports the notion that common phenotypic effects can be mediated through distinct gene regulatory mechanisms.

## Methods

### Cell culture

HT29 colorectal cancer cells were obtained from ATCC and grown under recommended cell culture conditions using McCoy’s 5A media containing 10 % fetal bovine serum (FBS) and 1 % penicillin/streptomycin. GW3965 (Sigma), T0901317 (Santa Cruz), and rosiglitazone (Sigma) powder were diluted in DMSO and added to media at a final concentration of 10 μM. Prior to drug treatments, HT29 cells were grown in phenol-red free McCoy’s 5A media containing 10 % charcoal/dextran-treated FBS and 1 % penicillin/streptomycin.

### Cell phenotype assays

Cell-based phenotypic assays were performed in 96-well cell culture plates. Cell proliferation measurements were determined using the CyQuant assay (Invitrogen) for DNA content and CellTiter-Glo Luminescent Cell Viability Assay (Promega) for ATP levels. Glutathione levels for oxidative stress were determined using the GSH-Glo Glutathione Assay (Promega).

### Metabolomic experiments

For analyses of metabolites, cell cultures were washed with phosphate-buffered saline, molecular biology-grade water and then subsequently pelleted for mass spectrometry. Cell pellets were resuspended in 50 % methanol, shaken at 4 °C for 30 minutes and centrifuged at 12,000 rpm for 10 minutes. Duplicate aliquots of supernatant were dried at 55 °C for 60 minutes using a vacuum concentrator system (Labconco). Derivatization by methoximation and trimethylsilyation was performed as previously described [48]. All derivatized samples were analyzed on a Leco Pegasus 4D system (GCxGC-TOFMS), controlled by the ChromaTof software (Leco, St. Joseph, MI, USA). Peaks were identified by spectral match using the NIST, GOLM, and Fiehn libraries (Leco) and confirmed by running derivatized standards (Sigma). Peaks present in less than two-thirds of samples were excluded from further analysis. Sample replicates were averaged and peak areas were sum normalized prior to comparisons.

### Transfection of LXRA transgene plasmid constructs

Flag-tagged (3-prime 3X-Flag tags separated by glycine spacers) LXRA cDNA plasmid constructs were transfected (Fugene) into HT29 cells. HT29 cells were subsequently selected using G418 (Invitrogen) and expanded prior to GW3965 drug treatment and ChIP-seq experimentation.

### ChIP-seq assays and analysis

ChIP-seq was performed as previously outlined [49]. Antibodies for H3K27ac (Abcam, ab4729), H3K36me3 (Abcam, ab9050), RNA polymerase II (RNAP2; Abcam, ab5408), LXRB (Active Motif, 61177), PPARG (Santa Cruz, sc-7273), and Flag (Sigma, F1804) were used.

### RNA-seq experimentation and analysis

RNA-seq was performed as previously outlined [50] using Nextera transposases (Illumina). Briefly, cells were lysed with Buffer RLT (Qiagen) containing 10 % beta-mercaptoethanol. The Norgen Animal Tissue RNA Purification Kit (Norgen Biotek) was used to isolate RNA from cells. The Dynabead mRNA Purification Kit (Invitrogen) beads were used to isolate mRNA transcripts and cDNA synthesis was performed using Superscript reverse transcriptase (Invitrogen). Nextera transposases (Illumina) were used to fragment cDNA prior to next-generation sequencing. All experimental treatments at all time points were performed in quadruplicate.

### Data analysis

Two-sided Student’s *t*-tests were performed to assign significance for cellular phenotypic assays and metabolite levels. Only reproducible binding sites identified by replicate ChIP-seq experiments were reported and used for downstream analyses. ChIP-seq peaks were identified using MACS peak caller [51], while motif analysis was performed using MEME [52] on the top 500 most enriched binding sites. For normalized ChIP-seq read-depth analyses, the number of reads were tabulated across binding site coordinates and normalized to the total number of aligned reads obtained for each ChIP-seq experiment. For mapping reads, we utilized a 100-bp sequence centered on the peak summit of each binding site. For ranking temporal changes in read depth, we generated a linear model comparing replicate ChIP-seq read enrichment values between two time points. Sites with altered enrichment were subsequently divided by slope and *p* value ranked. The top 50 % of *p* value-ranked sites from each category were used for cofactor motif analyses. For assigning TF motif fold enrichments, we compared the total number of motifs found across a set of binding sites with the number of motifs identified after scrambling binding site sequences. For RNAP2 read depth promoter analyses, sequences within 500 bp of transcription start sites were used as promoters. Connectivity maps were generated using Cytoscape (http://www.cytoscape.org/) and Enrichment map [53]. Kyoto Encyclopedia of Genes and Genomes (KEGG) gene pathway enrichments were generated using Gene Set Enrichment Analysis (GSEA; http://software.broadinstitute.org/gsea/msigdb/annotate.jsp). Wilcoxon rank sum tests were used to assign significance for H3K36me3 enrichment analyses. Differential gene expression was determined using DESeq [54]. High-confidence GW3965 + T0901317 responsive genes were assigned for all targets that passed significance and fold change cutoffs across both drug treatments. For comparison of gene expression with RNAP2 and H3K36me3 occupancy, if a gene harbored multiple promoters and/or transcripts, the promoter and/or gene body coordinate exhibiting the strongest read enrichment was used.

## Results

### LXRs and PPARG generate common phenotypic effects

We evaluated the proliferative and metabolic effects of LXRs and PPARG in HT29 colorectal cancer cells with several cellular assays. First, we assayed cellular proliferation by measuring DNA and ATP content in cells after 24, 48, and 96 h of treatment with the LXR agonist GW3965 and the PPARG agonist rosiglitazone (Fig. 1a, b) and by comparing the resulting cellular responses to control culture conditions containing the carrier DMSO. The evaluation of both DNA and ATP confirmed an inhibitory effect on colorectal cancer cell proliferation, supporting conclusions of previous reports [32, 46]. Notably, these anti-proliferative effects became more pronounced over time. In light of the functions of LXRs and PPARG as regulators of energy homeostasis, we also measured glutathione levels in drug-treated cells (Fig. 1c). LXR and PPARG activation significantly decreased glutathione levels, highlighting a potential inhibitory effect on proliferation through increased oxidative stress, a finding that has been reported for PPARG in lung cancer cells [31].

**Fig. 1:**
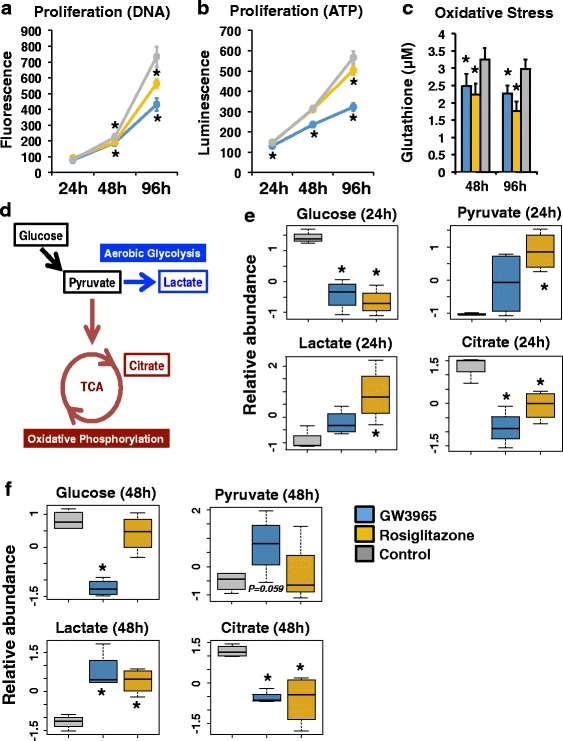
Effects of LXRs and PPARG on cellular phenotypes and metabolites. **a** Proliferation assays using DNA content after 24, 48, and 96 h of drug treatment (24-h n = 10 for each treatment; 48/96-h n = 12 for each treatment). Luminescence values are presented for GW3965 (*blue*, LXR agonist), rosiglitazone (*gold*, PPARG agonist), and DMSO (*gray*, vehicle control) treatment. *p < 0.01. **b** Proliferation assays using ATP levels after 24, 48, and 96 h of drug treatment (24-h n = 15 DMSO, n = 8 rosiglitazone, n = 7 GW3965; 48/96-h n = 18 DMSO, n = 9 rosiglitazone, n = 9 GW3965). Luminescence values are presented for GW3965 (*blue*, LXR agonist), rosiglitazone (*gold*, PPARG agonist), and DMSO (*gray*, vehicle control) treatment. *p < 0.01. **c** Oxidative stress assays after 48 and 96 h of drug treatment (n = 18 DMSO, n = 9 rosiglitazone, n = 9 GW3965). Glutathione concentrations are presented for GW3965 (*blue*, LXR agonist), rosiglitazone (*gold*, PPARG agonist), and DMSO (*gray*, vehicle control) treatment. *p < 0.01. **d** The carbohydrate metabolism pathway illustrating key metabolites. **e** Relative metabolite abundance after 24 h of GW3965 (*blue*, LXR agonist), rosiglitazone (*gold*, PPARG agonist), and DMSO (*gray*, vehicle control) treatment. *p < 0.05. **f** Relative metabolite abundance after 48 h of GW3965 (*blue*, LXR agonist), rosiglitazone (*gold*, PPARG agonist), and DMSO (*gray*, vehicle control) treatment. *p < 0.05. Error bars represent standard deviation

To better characterize cellular metabolic alterations, we next assessed metabolite levels through mass spectrometry of HT29 cell lysate after drug treatment (Fig. 1d–f). We focused our analyses on carbohydrate metabolism and evaluated key metabolites involved in oxidative phosphorylation and aerobic glycolysis (Fig. 1d). We found that LXR and PPARG activation led to significant decreases in glucose and citrate levels, as well as to significant increases in pyruvate and lactate levels after drug treatment (Fig. 1e, f), supporting an increase in cellular aerobic glycolysis at the expense of oxidative phosphorylation. Although both drug treatments generated the same cellular response, the temporal dynamics of these metabolic effects were distinct; rosiglitazone produced more substantial effects at 24 h, while several of the GW3965-mediated changes were evident only after 48 h of drug treatment. Apart from glucose pathway metabolites, we also identified a variety of compounds that were significantly altered in response to drug treatment (Additional file 1: Figure S1). In all these cases, LXR and PPARG activation generated identical alterations, highlighting a common mechanism of metabolic reprogramming.

### Distinct transcriptional profiles from LXR and PPARG signaling

We next evaluated changes to the cellular transcriptome after GW3965 and rosiglitazone drug treatments. 

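RNA of HT29 cells was sequenced in 32 libraries, with 4 replicates in each of 8 groups. Cells received DMSO, 10 μM GW3965, 10 μM T0901317 or 10 μM rosiglitazone for 24 or 48 h, and each time point had its own DMSO group. The libraries were sequenced from both ends, and the values used here are the authors' whole-number counts per Ensembl gene. Total counts at 24 h ran from 30834003 to 39955727 in DMSO libraries, from 36791401 to 51332656 with GW3965, from 21044798 to 38908009 with T0901317 and from 33354968 to 40617171 with rosiglitazone. At 48 h they ran from 32312041 to 38577979 in DMSO libraries, from 36537256 to 50938082 with GW3965, from 37646580 to 49912230 with T0901317 and from 33090520 to 42120223 with rosiglitazone. All libraries of a time point were scaled by the TMM method and fitted together in edgeR 4.0.16, and each drug was compared with DMSO by the quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered 21781 genes at 24 h and 22470 genes at 48 h, and the biological coefficient of variation was 0.0981 and 0.101. The 3 drugs of a time point share the same 4 DMSO libraries, so their lists of genes are not independent.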

We performed RNA-seq under control culture conditions (DMSO), as well as after 24 and 48 h of drug treatment. For each time point, we calculated the number of differentially regulated genes (adjusted *p* < 0.01, fold change cutoff ±2) in response to each drug (Table 1 and Fig. 2a). 

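At 24 h, 97 genes were higher and 20 were lower with GW3965, 59 were higher and 2 were lower with T0901317, and 170 were higher and 305 were lower with rosiglitazone. At 48 h, 727 genes were higher and 570 were lower with GW3965, 630 were higher and 583 were lower with T0901317, and 447 were higher and 870 were lower with rosiglitazone. The median size of the change among the called genes was 1.35 (log2) with GW3965, 1.50 with T0901317 and 1.35 with rosiglitazone at 24 h, and 1.33, 1.34 and 1.46 at 48 h. With 1 library of the time point left out at a time, the 24 h counts with rosiglitazone stayed between 156 and 178 higher and between 254 and 313 lower, and those at 48 h between 398 and 499 higher and between 738 and 1010 lower. Among the alternatives, lowering the fold change cutoff to 1.5 moved these counts most, taking the lower genes with GW3965 at 24 h from 20 to 75. Scaling by library size alone changed the split for rosiglitazone to 134 higher and 403 lower at 24 h and to 301 higher and 1265 lower at 48 h.

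**Figure D1:**
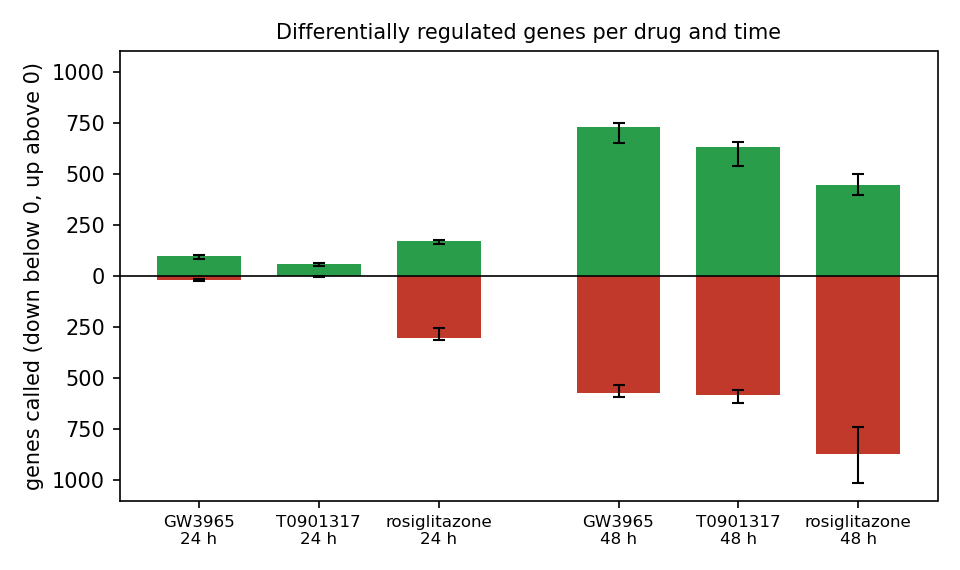
Number of genes called (y-axis) with each drug at 24 and 48 h against DMSO, with genes higher in green and genes lower in red; the lines give the range with 1 library left out at a time. Bars for GW3965 rise from 97 and 20 genes at 24 h to 727 and 570 at 48 h, and bars for rosiglitazone from 170 and 305 to 447 and 870.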

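With rosiglitazone, the number of called genes went from 475 at 24 h to 1317 at 48 h. Of the genes called higher at 24 h and also tested at 48 h, 135 of 168 were called higher again, and of those called lower 232 of 300 were called lower again. None was called in the opposite direction. Across all genes tested at both time points, the log2 fold changes at 24 and 48 h had a Pearson correlation of 0.644, where genes are not independent replicates. SLC38A4 (ENSG00000139209.10) rose by 5.92 (log2, standard error 0.09, adjusted p = 2.59e-19) at 24 h and by 6.18 (standard error 0.12, adjusted p = 7.61e-18) at 48 h. Its level at 24 h was 68.6 ± 4.37 CPM (SD, n = 4) against 1.13 ± 0.158 in DMSO. ANGPTL4 (ENSG00000167772.6) rose by 5.02 (standard error 0.27, adjusted p = 1.11e-10) and then by 6.75 (standard error 0.31, adjusted p = 4.17e-12). CD200 (ENSG00000091972.13) fell by 2.49 (standard error 0.17, adjusted p = 2.28e-09) at 24 h and by 3.81 (standard error 0.24, adjusted p = 3.14e-10) at 48 h. NOX1 (ENSG00000007952.12) fell by 2.33 (standard error 0.19, adjusted p = 2.31e-08) at 24 h, from 8.06 ± 1.60 to 1.61 ± 0.363 CPM (SD, n = 4). ATOH1 (ENSG00000172238.3) fell by 4.32 (standard error 0.38, adjusted p = 5.08e-08) at 48 h.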

The PPARG response generated a near linear curve in the number of responsive genes. By contrast, the GW3965 treatment was delayed at 24 h and the vast majority (80.6 %) of these early genes were up-regulated. 

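Of the 117 genes called with GW3965 at 24 h, 82.9% were higher, a share that was 75% with library size scaling and 92.1% with a test against a fold change of 1.5. Of the 1297 genes called at 48 h, 56.1% were higher. In the same 2 settings this share was 50.4% and 48.9%, so a majority of higher genes at 48 h depended on the setting. Among called genes with an average log2 CPM of at least 1, the 2 largest increases at 24 h were in ABCG1 (ENSG00000160179.13) and ABCA1 (ENSG00000165029.11). ABCG1 rose by 4.67 (log2, standard error 0.08, adjusted p = 3.08e-18), from 6.93 ± 0.639 to 177 ± 13.6 CPM (SD, n = 4). ABCA1 rose by 4.61 (standard error 0.09, adjusted p = 1.21e-17) and at 48 h by 5.77 (standard error 0.13, adjusted p = 7.98e-17). Among the 20 lower genes, with the same limit, the largest decreases were in BATF2 and PTPRO. BATF2 (ENSG00000168062.5) fell by 1.39 (standard error 0.22, adjusted p = 0.000326) and PTPRO (ENSG00000151490.9) fell by 1.23 (standard error 0.18, adjusted p = 0.000172). Neither of these 2 genes passed the test against a fold change of 1.5 (adjusted p = 0.0295 and 0.0388). At 48 h, AREG (ENSG00000109321.6) had a log2 fold change of -3.92 (standard error 0.13, adjusted p = 2.35e-14). Its level was 16.9 ± 2.89 CPM with GW3965 against 256 ± 14.0 in DMSO (SD, n = 4). At 24 h its change was 0.01 (adjusted p = 0.989), with 21.1 ± 1.92 CPM against 21.0 ± 1.23 in DMSO (SD, n = 4). With GW3965, AREG thus stayed near its 24 h level, and the gap at 48 h lay mostly in a higher DMSO level. CPM values at 24 and 48 h were scaled separately. AREGB (ENSG00000205595.3), a near-identical copy of AREG, had a log2 fold change of -3.90 at 48 h, and reads may have been divided between them by the authors' counting. Tested directly across all 32 libraries, the response of 5006 of 23140 genes to GW3965 differed between 24 and 48 h at an adjusted p under 0.01, compared with 566 genes for rosiglitazone. The paper states that the GW3965 response was delayed at 24 h, in contrast to a near linear rise in genes with the PPARG agonist.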

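With T0901317, 61 genes were called at 24 h and 1213 at 48 h. At 24 h, ABCG1 rose by 4.34 (log2, standard error 0.08, adjusted p = 1.04e-17) and ABCA1 by 3.71 (standard error 0.09, adjusted p = 5.67e-16). The 2 genes called lower were NR1H4 (ENSG00000012504.9), which fell by 5.59 (standard error 1.00, adjusted p = 0.00390), and RP11-573I11.2 (ENSG00000236671.1), which fell by 3.85 (standard error 0.65, adjusted p = 0.00119). Both had low counts, with an average log2 CPM of -0.42 and -1.72, and the number of lower genes was 1 without replicate 1 or replicate 3 of T0901317 and 7 without replicate 4. At an unadjusted p under 0.05, 2651 genes changed. Among called genes with an average log2 CPM of at least 1 at 48 h, the largest decreases were in FGF21 (ENSG00000105550.3), which fell by 4.15 (standard error 0.41, adjusted p = 1.17e-07), and G0S2 (ENSG00000123689.5), which fell by 4.05 (standard error 0.20, adjusted p = 8.54e-12). POU2F3 (ENSG00000137709.4) rose by 3.46 at 48 h (standard error 0.21, adjusted p = 1.56e-10), from 0.307 ± 0.119 to 3.37 ± 0.565 CPM (SD, n = 4). The response to T0901317 differed between the time points for 4036 genes in the test across all libraries.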

To validate this slow response, we performed RNA-seq by using a different LXR agonist, T0901317 (Fig. 2a); the resulting transcriptional response also produced a stalled expression profile. 

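At 24 h, 49 genes were called with both GW3965 and T0901317, 41.9% of those called with GW3965 and 80.3% of those called with T0901317. Over the 129 genes called with either agonist, the log2 fold changes had a Pearson correlation of 0.764 and a Spearman correlation of 0.733. At 48 h, 801 genes were called with both, 61.8% and 66.0% of the 2 sets, and all of them changed in the same direction. The correlations over 1709 genes were 0.932 (Pearson) and 0.856 (Spearman). These are correlations across genes, and genes are not independent replicates. Over the same genes, simulated groups without a drug effect compared with the same DMSO libraries gave a correlation of 0.56 at 24 h and 0.535 at 48 h. In 10 simulations in which the called responses were reassigned at random among genes of like abundance, the genes called in the simulation gave -0.231 and 0.0663, and the number of shared genes was 0.7 at 24 h and 53.1 at 48 h. With 1 library left out at a time, the Pearson correlation stayed between 0.587 and 0.890 at 24 h and between 0.916 and 0.939 at 48 h.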

Notably, both GW3965 and T0901317 gene sets were highly correlated (Additional file 1: Figure S2a). By further integrating these gene sets, we generated a list of high-confidence, LXR target genes (GW3965 + T0901317). Supporting our observations, GW3965 + T0901317 gene targets also produced a stalled response (Additional file 1: Figure S2b). 

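Called with both agonists were 49 higher and 0 lower genes at 24 h and 425 higher and 376 lower genes at 48 h. The count of 0 comes from the edgeR test at an adjusted p under 0.01 and a 2-fold change. At an unadjusted p under 0.05 for both agonists, 403 genes were lower at 24 h, of which 13 were at least 2-fold lower, and DESeq2 also called 0. Leaving out 1 library at a time gave from 42 to 53 shared higher genes at 24 h and from 356 to 398 shared lower genes at 48 h. The paper takes the set responsive to both drugs as high-confidence LXR targets and describes the response as stalled.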

The use of a lower gene expression fold change cutoff (±1.5) generated an identical transcriptional pattern for all drug treatments (Additional file 1: Figure S3). 

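At a fold change of at least 1.5, 216 genes were higher with GW3965 at 24 h and 75 were lower, and 1859 were higher and 1749 lower at 48 h. With T0901317 the counts were 150 higher and 7 lower at 24 h and 1570 higher and 1636 lower at 48 h. With rosiglitazone they were 395 higher and 682 lower at 24 h and 1076 higher and 1662 lower at 48 h. Both LXR agonists shared 115 higher and 3 lower genes at 24 h and 1065 higher and 1168 lower genes at 48 h. The share of higher genes at 24 h was 74.2% with GW3965, 95.5% with T0901317 and 36.7% with rosiglitazone. The 7 lower genes with T0901317 at 24 h became 4 without replicate 1 and 11 without replicate 4 of T0901317.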

Importantly, these gene expression changes are also in agreement with changes in cellular metabolites we described above.

**Table 1:** Total number of differentially regulated genes

	24-h treatment				48-h treatment			
	Fold change ≥1.5	Fold change ≤ −1.5	Fold change ≥2	Fold change ≤ −2	Fold change ≥1.5	Fold change ≤ −1.5	Fold change ≥2	Fold change ≤ −2
Rosiglitazone	421	646	273	177	1019	1396	416	701
GW3965	223	83	100	24	1846	1646	698	535
T0901317	161	10	57	1	1538	1578	589	560
GW3965 + T0901317	119	5	47	0	1040	1141	357	395

The total number of differentially regulated genes (up- and down-regulated) using two distinct fold change cutoffs (*p* < 0.01) from all drug treatments at 24- and 48-h time points is shown. For GW3965 + T0901317 high confidence LXR target gene analyses, all genes exceeded fold change and *p* value cutoffs across both drug treatments

**Fig. 2:**
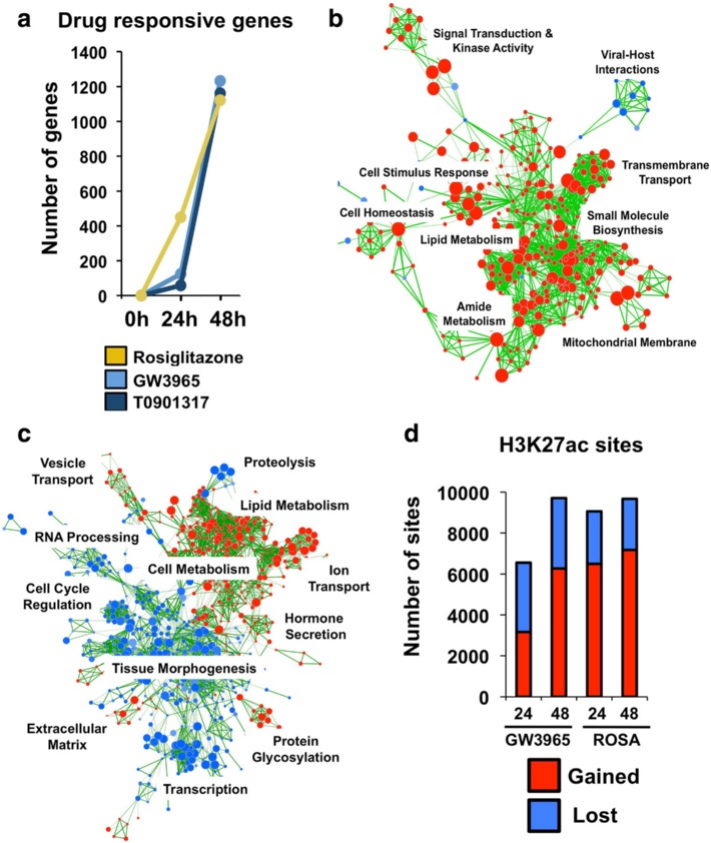
Chromatin dynamics and gene expression profiles from nuclear receptor activation. **a** The number of differentially regulated genes (up- and down-regulated) after 24 and 48 h of drug treatment (adjusted *p* < 0.01 and fold change cutoff ±2). **b** Gene Ontology connectivity map for GW3965 at 24 h for up-regulated (*red*) and down-regulated (*red*) pathways. **c** Gene Ontology connectivity map for GW3965 at 48 h for up-regulated (*red*) and down-regulated (*red*) pathways. **d** The number of H3K27ac sites gained (*red*) and lost (*blue*) after 24 and 48 h of GW3965 and rosiglitazone drug treatment

We next compared the gene expression data between rosiglitazone and both GW3965 and T0901317 drug responses. Despite common cellular phenotypes from LXR and PPARG signaling, only a subset of genes was responsive to both agonists (Table 1). 

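At 24 h, 31 genes were called with both rosiglitazone and GW3965, 6.53% of those called with rosiglitazone and 26.5% of those called with GW3965. With T0901317 the number was 12, or 2.53% and 19.7%. At 48 h, 232 genes were shared between rosiglitazone and GW3965 (17.6% and 17.9%) and 218 between rosiglitazone and T0901317 (16.6% and 18.0%). Reassigning the responses among genes in the same way gave 2.5 and 0.8 shared genes at 24 h and 53.6 and 51.4 at 48 h. Over the genes called with either drug, the correlation of rosiglitazone with GW3965 was 0.459 at 24 h and 0.114 at 48 h, and that with T0901317 was 0.320 and -0.0572. Simulated groups without a drug effect that were compared with the same DMSO libraries gave 0.497 and 0.508 at 24 h and 0.503 and 0.504 at 48 h over the genes called with either LXR agonist. With reassigned responses, the genes called in the simulation gave 0.126 and 0.116 at 24 h and 0.0555 and 0.0417 at 48 h. Genes are not independent replicates in these correlations.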

Interestingly, many of these common targets were regulated in an opposing manner, underscoring distinct gene regulatory functions of both nuclear receptors at the molecular level. 

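Of the 31 genes shared by rosiglitazone and GW3965 at 24 h, 20 were higher with both drugs, 8 were lower with both and 3 changed in opposing directions. Of the 12 shared with T0901317, 10 changed in the same direction. At 48 h, 84 of the 232 genes shared with GW3965 were higher with both drugs and 49 were lower with both, while 67 were higher with GW3965 and lower with rosiglitazone and 32 showed the reverse. For T0901317, 52 of the 218 shared genes were higher with both and 28 were lower with both, whereas 87 were higher with T0901317 and lower with rosiglitazone and 51 showed the reverse. The same-direction share at 48 h was thus 57.3% with GW3965 and 36.7% with T0901317, against 48.9% and 51.8% when the responses were reassigned among genes. Without replicate 1 of rosiglitazone at 48 h these shares were 51.1% and 30.9%, and without replicate 3 they were 64.8% and 46.6%. From the opposing changes the paper concludes that the nuclear receptors have distinct gene regulatory functions.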

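At a fold change of at least 1.5, rosiglitazone and GW3965 shared 114 genes at 24 h, of which 96 changed in the same direction and 18 in opposing directions. Rosiglitazone and T0901317 shared 55 genes, 37 in the same direction and 18 in opposing directions. At 48 h, 831 genes were shared with GW3965, 393 in the same direction and 438 in opposing directions. With T0901317 there were 824, of which 234 changed in the same direction and 590 in opposing directions. The same-direction share was 84.2% and 67.3% at 24 h and 47.3% and 28.4% at 48 h.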

Although decreasing the fold change cutoff (±1.5) led to stronger overlap, the number of genes regulated in an opposing manner similarly increased (Table 2).

**Table 2:** Analysis of overlapping LXR- and PPARG-responsive genes

	Overlap 24 h (%)	Concordant 24 h	Discordant 24 h	Percentage concordant 24 h	Overlap 48 h (%)	Concordant 24 h	Discordant 24 h	Percentage concordant 48 h
GW3965 (fc ±2)	32 (25.8 %)	29	3	90.6 %	203 (18.2 %)	119	84	58.6 %
T0901317 (fc ±2)	9 (15.5 %)	8	1	88.9 %	189 (16.9 %)	70	119	37.0 %
GW3965 (fc ±1.5)	119 (38.9 %)	100	19	84.0 %	790 (35.1 %)	381	409	48.2 %
T0901317 (fc ±1.5)	60 (35.1 %)	41	19	68.3 %	775 (32.1 %)	222	553	28.6 %

The overlap between LXR-responsive genes (from GW3965 and T0901317 treatments) with PPARG-responsive genes (from rosiglitazone treatment) is shown at both 24 and 48 h. The number and percentage of total responsive genes is shown. The number of genes and percentages that show concordant and opposing changes in differential expression across all drug comparisons is also given. Hypergeometric tests of gene overlaps for both drug comparisons and time points were highly significant (*p* < 1e-16)

We performed genetic pathway enrichment analyses based on this list of differentially expressed genes. Gene Ontology enrichment mapping [53] identified wide alterations in pathways affected by GW3965 treatment between 24 and 48 h (Fig. 2b, c). For instance, the 24-h network consisted predominantly of up-regulated pathways involved in lipid metabolism, signal transduction, small molecule biosynthesis, and transmembrane transport. By contrast, at 48 h, we identified a large set of down-regulated pathways involved in cell cycle regulation, transcription, and tissue morphogenesis. This LXR network topology was distinct from the PPARG response (Additional file 1: Figure S4), where 24- and 48-h rosiglitazone inductions produced concordant pathway enrichments predominantly involved in cell metabolism (up-regulated) and membrane transport (down-regulated).

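Sets of genes were tested here with 9 lists written by hand from general knowledge of the pathways, not taken from Gene Ontology or KEGG. Each list was tested with camera in limma 3.58.1 on voom values, with a correlation between genes of 0.01, and p-values were adjusted over the 54 combinations of list, drug and time point. A total of 37 combinations passed an adjusted p under 0.05, against 39 with fry and 20 when camera estimated the correlation between genes, the alternative that moved the number most. With GW3965 at 24 h, the 59 tested genes of lipid and energy metabolism had a median log2 fold change of 0.26 (adjusted p = 1.86e-35) and 24 of them were higher at an adjusted p under 0.01 (29 adjusted over the list alone). The 17 LXR target genes had a median of 1.1 with the same adjusted p, and 11 of them were higher (11 adjusted over the list alone). For the MAPK list the median was 0.01 (adjusted p = 0.893), with 1 member higher and 1 lower. SCD (ENSG00000099194.4) rose by 2.01 (standard error 0.05, adjusted p = 1.39e-16), from 871 ± 19.4 to 3512 ± 98.1 CPM (SD, n = 4).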

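With GW3965 at 48 h, the 59 cell cycle genes had a median log2 fold change of -0.08 and a mean of -0.02, and the camera test gave an adjusted p of 0.229. Individually, 17 of them were lower and 10 were higher (18 and 10 adjusted over the list alone). MYC fell by 1.11 (adjusted p = 2.13e-08) and CDC6 fell by 0.88. All 8 AP1 subunits were lower, with a median of -1.41 (adjusted p = 5.59e-09, and 0.00902 with the estimated correlation). The largest decrease among them was that of ATF3, which fell by 3.14 (adjusted p = 4.66e-13). The Gene Ontology terms for transcription and tissue morphogenesis were not analysed here.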

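With rosiglitazone, the lipid and energy metabolism list had a median log2 fold change of 0.18 at 24 h (adjusted p = 1.93e-11) and 0.25 at 48 h (adjusted p = 2.13e-10). At 24 h, 22 of its genes were higher and 3 lower (23 and 3 adjusted over the list alone), and at 48 h 30 were higher and 2 lower (31 and 2 adjusted over the list alone). The PPARG target list had a median of 0.55 at 24 h (adjusted p = 6.45e-20) and 0.54 at 48 h (adjusted p = 5.90e-11). FABP4 rose by 7.96 at 24 h (standard error 0.78, adjusted p = 4.71e-05), and PLIN2 rose by 4.18 at 48 h. The ABC transporters, the only membrane transport genes among the lists, had a median of -0.02 (adjusted p = 0.883) at 24 h. Their median at 48 h was 0.02, while their mean was -0.15 and the test gave an adjusted p of 0.987. CFTR, a member of that list, fell by 1.59 at 24 h (adjusted p = 2.33e-10).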

We also performed enrichment analyses using the KEGG pathway dataset from GSEA [55]. 

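For T0901317 at 24 h, the lipid and energy metabolism genes had a median log2 fold change of 0.11 (adjusted p = 1.56e-15), and 13 of them were higher (20 adjusted over the list alone). The PPARG target genes had a median of 0.67 (adjusted p = 2.33e-23) with GW3965 and 0.16 (adjusted p = 0.000278) with T0901317. The 25 ABC transporters had a median of 0.00 and a mean of 0.47 with GW3965 (adjusted p = 0.00519), with 5 higher and 2 lower (5 and 4 adjusted over the list alone). With T0901317 their median was 0.14 and their mean 0.56 (adjusted p = 5.59e-09), and 5 were higher (6 adjusted over the list alone). When camera estimated the correlation between genes, the ABC transporters had an adjusted p of 0.191 with GW3965 and 0.011 with T0901317.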

At 24 h, the GW3965 and T0901317 drug treatment produced significantly up-regulated pathways involved in lipid and energy metabolism (PPAR signaling, fatty acid metabolism, pyruvate metabolism, etc.), including ABC transporters. Although these patterns were maintained at 48 h, several key pathways and processes, including MAPK, TGF-beta, cell cycle, and Wnt, were significantly down-regulated by both drugs. 

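At 48 h, the median log2 fold change of the MAPK genes was -0.33 with GW3965 (adjusted p = 7.20e-05) and -0.24 with T0901317 (adjusted p = 0.000134). For the TGF-beta genes it was -0.24 (adjusted p = 0.00112) and -0.22 (adjusted p = 0.00525), and for the Wnt genes -0.27 (adjusted p = 0.0139) and -0.28 (adjusted p = 0.00367). These 6 results also passed 0.05 with fry and did not pass it when camera estimated the correlation between genes, where the adjusted p ran from 0.143 for MAPK with GW3965 to 0.413 for Wnt with GW3965. Among the MAPK genes, 32 were lower and 9 higher with GW3965 (32 and 10 adjusted over the list alone), and 23 were lower and 8 higher with T0901317 (27 and 9 adjusted over the list alone). DUSP1 fell by 2.24 with GW3965 (adjusted p = 4.41e-10). ID1, of the TGF-beta list, fell by 2.00 with GW3965 (adjusted p = 1.61e-12), and DKK1, of the Wnt list, fell by 2.61 (adjusted p = 3.53e-13). The cell cycle list with T0901317 had a median of 0.08 (adjusted p = 0.987), with 15 genes lower and 12 higher, while MYC fell by 1.65. The lipid and energy metabolism list had a positive median of 0.61 with GW3965 (adjusted p = 8.95e-17) and 0.52 with T0901317 (adjusted p = 3.33e-14). The ABC transporters had 0.39 (adjusted p = 7.69e-06) and 0.52 (adjusted p = 7.46e-09). The paper sets these lower pathways against the higher ones of 24 h as a change of the LXR response with time.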

For rosiglitazone treatment, the up-regulated and down-regulated KEGG pathways were more consistent between 24 and 48 h. 

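With rosiglitazone, the MAPK list had a median log2 fold change of -0.02 at 24 h (adjusted p = 0.203). At 48 h its median was -0.01 and its mean -0.07, while the camera statistic was positive (adjusted p = 0.984). The TGF-beta list had a median of -0.07 at 24 h (adjusted p = 0.516) and -0.03 at 48 h (adjusted p = 0.980), and the Wnt list -0.02 (adjusted p = 0.576) and -0.07 (adjusted p = 0.696). Medians and means of these 2 lists were negative at both time points, while the test statistic was positive. The cell cycle list had a median of 0.07 at 24 h (adjusted p = 0.0230) and -0.07 at 48 h (adjusted p = 0.452). Without replicate 1 of rosiglitazone at 48 h, its adjusted p was 0.0378. In the fry test at 24 h, the MAPK list was lower (adjusted p = 0.00612) and the TGF-beta list higher (adjusted p = 0.00604). At 24 h, 4 MAPK genes were higher and 12 lower (5 and 16 adjusted over the list alone), and at 48 h 12 were higher and 12 lower (13 and 12 adjusted over the list alone).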

A detailed list of all KEGG pathway enrichments can be found in Additional file 2: Table S1. Pathway enrichments for genes commonly induced by both LXR and PPARG activation are also tabulated in Additional file 3: Table S2.

### Chromatin state dynamics support cellular transcriptional effects

We further determined whether the more gradual GW3965 gene expression coincides with slower chromatin state dynamics. We performed replicate ChIP-seq experiments for the histone-3 lysine-27 acetylation (H3K27ac) chromatin modification under control (i.e., DMSO carrier only) culture conditions and after 24- and 48-h drug treatments. 

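H3K27ac peaks came from 2 replicates each of DMSO-treated cells and of cells treated for 24 or 48 h with 10 μM GW3965 or 10 μM rosiglitazone. The libraries were sequenced from 1 end, and the authors called the peaks with MACS in each replicate against an input control. Each peak has a score of at least 100, which corresponds to a p of 1e-10, and no filter for reproducibility had been applied. The aligner and the genome build are not given in the sources used here. The replicates had 23015 and 27701 peaks with DMSO, 28701 and 26524 after 24 h and 31824 and 27456 after 48 h of GW3965, and 26705 and 27633 after 24 h and 28561 and 28164 after 48 h of rosiglitazone. A site was counted where peaks of both replicates overlapped by at least 1 bp, and the merged span was used. This gave 19892 sites with DMSO, 19241 and 22527 with GW3965, and 23174 and 23192 with rosiglitazone. The overlap of the replicates differed between groups, with 57.6% of all merged peaks found in both replicates after 24 h of GW3965, 65.8% after 48 h, and 78.7% and 77.5% with rosiglitazone. Read depths and input libraries were not analysed here.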

Because H3K27ac is a modification that appears at active regulatory elements [56], this temporal characterization provides a genome-wide picture illustrating changes to the *cis*-regulatory architecture upon LXR and PPARG activation. Using data from control culture conditions as a reference, we identified H3K27ac sites that were gained or lost after drug treatment at both time points (Fig. 2d; Additional file 1: Figure S5). 

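A site was counted as gained when it was found after treatment and overlapped no DMSO site, and as lost when a DMSO site overlapped no site after treatment. The labels give no hour for these DMSO libraries, so a change with time in culture can be counted as gained or lost too. Gained sites were 15.6% of all sites after 24 h and 26.1% after 48 h of GW3965, and 25.7% and 24.4% with rosiglitazone. Lost sites were 16.1% and 15.4% of the DMSO sites with GW3965 and 11.9% and 11.3% with rosiglitazone. Between the 2 DMSO replicates themselves, 1241 peaks of replicate 1 and 7459 peaks of replicate 2 had no overlapping peak in the other. The alternative that moved the numbers most was counting as gained only sites without a peak in either DMSO replicate, which left 921 and 3029 gained sites with GW3965 and 3034 and 2724 with rosiglitazone.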

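After 24 h, 2996 sites had gained H3K27ac with GW3965 and 5965 with rosiglitazone. In comparisons of 1 treated replicate with 1 DMSO replicate, the gained peaks ranged from 3511 to 8523 with GW3965 and from 5290 to 8610 with rosiglitazone, so that the ranges overlapped. Rosiglitazone also had the larger number of gained sites when peak centres had to lie within 250 bp (9782 against 5090) and among the upper 50% of peaks by score (3430 against 1584).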

We next compared the chromatin responses between drug treatments and identified a substantially larger number of H3K27ac sites that were gained at 24 h in response to rosiglitazone (6500 versus 3162 loci; 51 % more), mirroring transcriptional effects. By 48 h, the difference between both drugs substantially diminished (7179 versus 6273 loci; 13 % more). 

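After 48 h, 5887 sites had gained H3K27ac with GW3965 and 5665 with rosiglitazone. Single-replicate comparisons ranged from 6897 to 11219 with GW3965 and from 4653 to 9459 with rosiglitazone. The order of the drugs changed with the setting: rosiglitazone had more gained sites when peak centres had to lie within 250 bp (7831 against 7606) and among the upper 50% of peaks (3561 against 3275). GW3965 had more at an overlap of 50% of the shorter peak (5950 against 5739). The paper states that the difference between the drugs became smaller by this time.

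**Figure D2:**
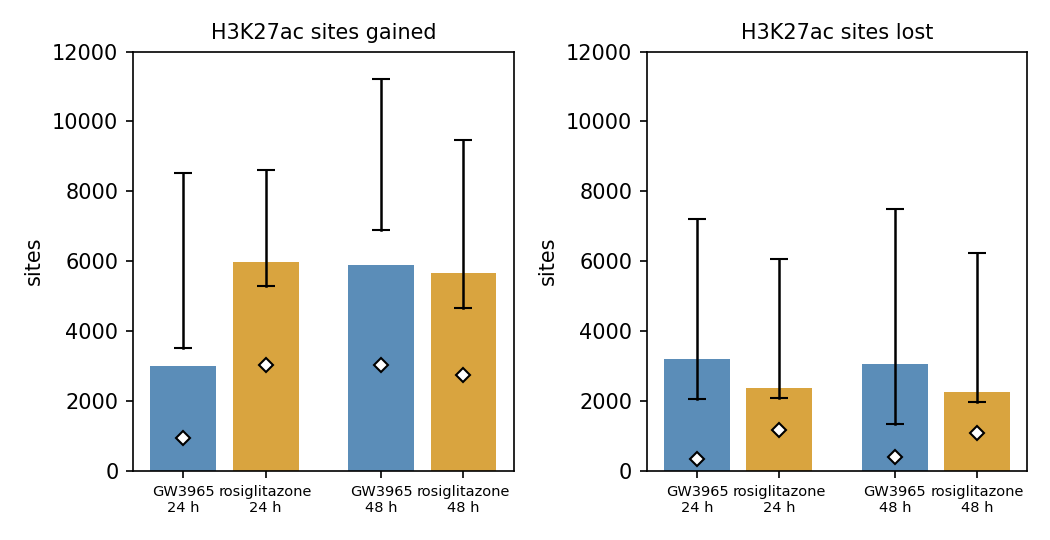
Number of H3K27ac sites gained or lost against DMSO (y-axis) for each drug and time point, with bars for sites found in both replicates, lines for the range over comparisons of single replicates and diamonds for sites with no peak in either replicate of the reference. Gained sites number 2996 and 5887 with GW3965 at 24 and 48 h and 5965 and 5665 with rosiglitazone.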

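Lost sites numbered 3199 after 24 h and 3055 after 48 h of GW3965, and 2374 and 2254 with rosiglitazone. Single-replicate comparisons gave from 2039 to 7200 and from 1330 to 7477 lost peaks with GW3965, and from 2086 to 6053 and from 1958 to 6217 with rosiglitazone, which overlap widely. Counting only DMSO sites without a peak in either treated replicate left 319 and 399 lost sites with GW3965 and 1155 and 1062 with rosiglitazone, so the drug with more losses changed.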

Interestingly, the degree of H3K27ac site loss was similar between drug treatments (Fig. 2d; Additional file 1: Figure S5). We further identified a substantial amount of overlap in H3K27ac binding events that were gained between drug treatments and their associated genetic pathway enrichments (Additional file 1: Figure S6).

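Of the sites that gained H3K27ac after 24 h, 1500 were shared by the 2 drugs, 50.1% of those with GW3965 and 25.4% of those with rosiglitazone, where sites shifted by 100 kb gave 1.94%. After 48 h, 2418 were shared, 41.1% and 42.6%, against 2.02% for shifted sites. Both drugs were compared with the same DMSO sites, so the 2 sets of gained sites are not independent. Sites that changed with time in culture would also be shared, and no DMSO group labelled 24 or 48 h was available to separate them. Between 24 and 48 h of the same drug, 1899 gained sites were shared with GW3965 (63.4% of those at 24 h) and 3965 with rosiglitazone (66.5%). Pathway enrichments of these sites were not analysed here.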

We next compiled all time points for each drug treatment separately to identify loci showing dynamic changes in H3K27ac enrichment across the entire duration of treatment (Additional file 1: Figure S7). We identified all GW3965- and rosiglitazone-induced regulatory sites showing differences in normalized read depth from 0 to 24 h and from 24 to 48 h of drug treatment. The vast majority of dynamic H3K27ac sites exhibited a gradual increase or decrease in H3K27ac occupancy over time, suggesting these analyses are identifying nuclear receptor-mediated regulatory events. Further validating our approach and conclusions above, regulatory sites gaining H3K27ac occupancy throughout the time course were enriched near the promoters of genes up-regulated at 48 h after GW3965 and rosiglitazone drug treatments (Additional file 1: Figure S8). This enrichment was also observed using GW3965 + T0901317 target genes (Additional file 1: Figure S9). We further performed Genomic Regions Enrichment of Annotations Tool (GREAT) pathway analyses [57], which confirmed that sites with temporally increasing H3K27ac occupancy were enriched near relevant genes involved in cell metabolism and/or implicated in colorectal cancer (Additional file 1: Figures S10 and S11). Taken together, these additional data further support the notion that LXR and PPARG direct temporally distinct gene regulatory responses through alterations in chromatin state.

### LXRB and PPARG have temporally opposing binding patterns

To interrogate LXR and PPARG TF occupancy during our drug treatment regime, we performed replicate ChIP-seq experiments for LXRA (NR1H3), LXRB (NR1H2), and PPARG (NR1C3). 

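LXRB was precipitated with its own antibody and LXRA through a Flag tag after 2 and 48 h of 10 μM GW3965, and PPARG after 2 and 48 h of 10 μM rosiglitazone, with 2 replicates each. The authors' MACS peaks numbered 30953 and 19357 for LXRA, 7583 and 4555 for LXRB and 24039 and 15804 for PPARG in the 2 replicates at 2 h. At 48 h they numbered 18436 and 29263, 11100 and 14788, and 15378 and 8933. The median width of the sites found in both replicates ran from 862 bp for PPARG at 2 h to 1110 bp for LXRB at 2 h. According to the library numbers in the peak files, the 2 h and 48 h libraries of LXRB and PPARG belong to different ranges. Whether these are separate batches is not given in the sources used here.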

We used an early (2-h) and a late (48-h) time point for these experiments to further preserve temporal information. These two datasets spanned the entire temporal molecular characterization and allowed for an examination of the immediate effects of drugs on their direct protein targets. We obtained high-quality antibodies for LXRB and PPARG; however, because we could not identify a suitable commercial ChIP-seq grade antibody for LXRA, we engineered HT29 cells to express a C-terminal Flag-tagged LXRA transgene protein and used a Flag antibody for ChIP-seq experiments. Importantly, normalized sequencing read depth at identified LXRA/B or PPARG binding sites was highly concordant across replicate ChIP-seq experiments for both time points (Fig. 3a). Additionally, for all datasets, the canonical LXR and PPARG motifs were significantly enriched, supporting the notion that our cistromes are identifying true nuclear receptor binding events (Fig. 3b). Collectively, we identified 18,653, 3,900 and 14,360 binding sites at 2 h and 17,576, 9,335 and 8463 binding sites at 48 h for LXRA, LXRB, and PPARG, respectively. Moreover, ~80 % of the endogenous LXRB binding sites were identified by the Flag-tagged LXRA protein at both time points, suggesting substantial redundancy between both LXR proteins.

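Of the LXRA peaks at 2 h, 59.8% of replicate 1 and 96.4% of replicate 2 overlapped a peak of the other replicate, and at 48 h 95.3% and 59.5% did. For LXRB the shares were 51.7% and 85.6% at 2 h and 84.1% and 62.9% at 48 h, and for PPARG 59.7% and 90.8% at 2 h and 54.2% and 94.7% at 48 h. Among the 25% of peaks with the highest scores, the lowest share was 92.8%, in LXRB replicate 1 at 2 h. Normalized read depths at the sites were not used here.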

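Sites with overlapping peaks in both replicates numbered 18389 for LXRA, 3881 for LXRB and 14249 for PPARG at 2 h and 17326, 9218 and 8317 at 48 h. Counting every peak of either replicate gave 31532, 8200 and 25382 at 2 h and 30037, 16472 and 15832 at 48 h, and keeping the upper 50% of peaks by score gave 9291, 1939 and 7284 at 2 h and 8766, 4717 and 4254 at 48 h. Peaks of replicate 1 that overlapped replicate 2, counted after the values had been seen, numbered 18514 at 2 h and 17576 at 48 h for LXRA, 3919 and 9335 for LXRB and 14355 and 8333 for PPARG. Peaks of replicate 2 that overlapped replicate 1 numbered 18653 and 17412, 3900 and 9299, and 14355 and 8463.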

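At 2 h, 3162 of 3881 LXRB sites overlapped an LXRA site, which is 81.5% (Wilson 95% interval from 80.2% to 82.7%, counting error only), and 4.17% did after a shift by 100 kb. At 48 h, 7446 of 9218 did, which is 80.8% (from 80.0% to 81.6%), and 3.47% after the shift. The narrowest setting, with every site 200 bp wide, gave 68.8% and 68.3%. Without replicate 1 of LXRB at 48 h the share was 66.6%. The paper proposes redundancy between the LXR proteins from this overlap.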

**Fig. 3:**
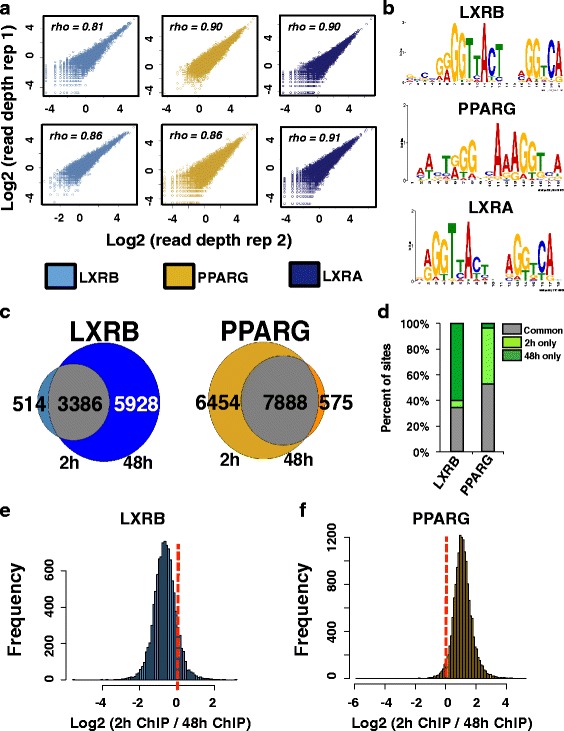
Genome-wide binding profiles of LXRs and PPARG. **a** Normalized sequencing read depth rank correlation (*top left*) at all ChIP-seq binding sites identified across replicate LXRB (*light blue*), PPARG (*gold*), and LXRA (*dark blue*) ChIP-seq experiments after 2 and 48 h of drug treatment. The *top panel* shows 2-h drug treatment replicate ChIP-seq comparisons while the *bottom panel* displays 48-h comparisons. **b** Enriched canonical LXR and PPARG motif identified in corresponding ChIP-seq data. **c** Venn diagram comparisons of binding events between 2 and 48 h of drug treatment. Overlapping sites are shown in *gray*, while sites identified at only 2 or 48 h are shown at the *left* and *right*, respectively. The number of sites in each category is presented for each category. **d** The percentage of all LXRB and PPARG sites that were identified at *2 h only* (*light green*), *48 h only* (*dark green*), and common to both time points (*common*, *gray*). **e** Read depth ratios (*x-axis*) at all LXRB binding sites. Negative values highlight stronger enrichment after 48 h of GW3965 treatment while positive values denote stronger occupancy after 2 h. **f** Read depth ratios (*x-axis*) at all PPARG binding sites. Negative values highlight stronger enrichment after 48 h of rosiglitazone treatment while positive values denote stronger read enrichment after 2 h

We next integrated the 2-h and 48-h binding information for LXRB and PPARG proteins, as these datasets illustrate temporal occupancies of TFs under endogenous promoter control. 

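For LXRB, 508 sites (13.1%) were found only at 2 h and 5827 (63.2%) only at 48 h, and 3373 of the 2 h sites were found at both times. For PPARG, 6328 sites (44.4%) were found only at 2 h and 563 (6.77%) only at 48 h, and 7921 of the 2 h sites were found at both times. When a peak in either replicate of the other time point excluded a site, 226 and 3844 sites were left for LXRB and 2754 and 82 for PPARG.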

Intriguingly, LXRB and PPARG generated opposing profiles (Fig. 3c, d); the number of LXRB binding events increased significantly with time (514 and 5928 binding sites specific to 2 and 48 h, respectively), while PPARG binding exhibited strongest occupancy at 2 h (6454 and 575 binding sites specific to 2 and 48 h, respectively). As these results relied on qualitative metrics, we next applied quantitative approaches to validate these observations. We pooled all LXRB and PPARG binding events for both time points and calculated the normalized sequencing read depth for all ChIP-seq experiments at this complete set of sites. In agreement with our data above, the resulting histograms for all LXRB and PPARG binding sites identified global shifts in distribution of binding enrichment (Fig. 3e, f); LXRB exhibited stronger occupancy at 48 h for the majority of all binding events, while PPARG binding showed the opposing pattern. Taken together, these data highlight temporally distinct, genome-wide occupancy for LXRB and PPARG proteins and further support the more immediate cellular response from rosiglitazone compared with GW3965 treatment.

### AP1 TFs are key cofactors of LXRs and PPARG

We analyzed the sequence content of LXRB and PPARG binding sites to identify cooperating TFs that may be necessary for LXR and PPARG function. To elucidate potential temporal changes in cofactor preference, we used the top 50 % of sites ranked by significance that displayed stronger occupancy at 2 or 48 h for this assessment. The analysis of several canonical TF sequence motifs at these sites identified a strong enrichment for the AP1 motif (Fig. 4a). Indeed, temporal changes in AP1 motif enrichment differed substantially and in an opposing manner for both nuclear receptors, with more pronounced enrichment at LXRB and PPARG sites harboring strong 48- and 2-h occupancy, respectively.

**Fig. 4:**
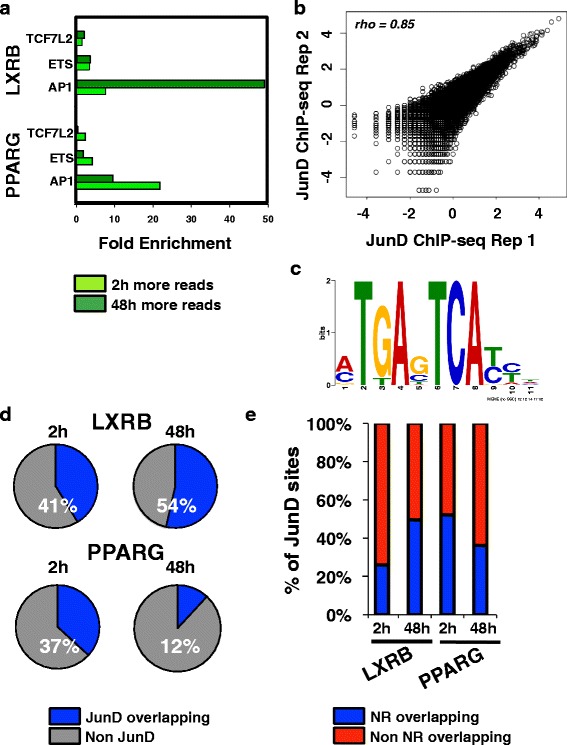
Cofactor enrichment and genome-wide binding patterns. **a** The fold enrichment of various canonical motifs for the top 50 % of significance-ranked LXRB and PPARG binding sites that exhibited stronger occupancy at 2 (*light green*) or 48 (*dark green*) h. **b** Normalized sequencing read depth rank correlation (*top left*) at all binding sites identified across replicate JunD ChIP-seq experiments. **c** Enriched AP1 motif identified at JunD ChIP-seq binding sites. **d** Percentage of LXRB and PPARG sites after 2 and 48 h of stimulation coincident with JunD. **e** Percentage of JunD sites overlapping with LXRB and PPARG nuclear receptor (*NR*) binding events after 2 and 48 h of drug treatment

We next performed ChIP-seq to analyze the binding of JunD, a known heterodimer of the AP1 TF complex [58], to validate these computational observations. 

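JunD peaks were available for 2 replicates of DMSO-treated cells, with 11069 and 13027 peaks called by the authors in the same way as for the receptors. Sites with overlapping peaks in both replicates numbered 8960, with a median width of 1113 bp. No JunD library of drug-treated cells was used, so overlaps with receptor sites combine JunD binding without a drug and receptor binding after treatment.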

We performed replicate JunD ChIP-seq experiments under control culture conditions (DMSO carrier only). As AP1 complexes act as pioneer factors that sit at regulatory elements to open up chromatin [59], their binding is believed to be precede and be independent of subsequent nuclear receptor binding. Replicate experiments were highly concordant (Fig. 4b). 

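Of the JunD peaks, 82.1% of replicate 1 and 72.1% of replicate 2 overlapped a peak of the other replicate. Among the upper 25% of peaks by score, 98.6% and 99.7% did. Read depths behind the correlation of Fig. 4b were not used here.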

As expected, the canonical AP1 motif was highly enriched in these datasets (Fig. 4c). We next compared JunD binding events to LXRB and PPARG cistromes (Fig. 4d, e). Supporting our motif enrichment analysis, 54 % of LXRB sites overlapped with JunD at 48 h, compared with 41 % at 2 h (Fig. 4d). 

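At 2 h, 2364 of 3881 LXRB sites overlapped a JunD site, which is 60.9% (Wilson 95% interval from 59.4% to 62.4%), and at 48 h 4691 of 9218 did, which is 50.9% (from 49.9% to 51.9%). After a shift of the sites by 100 kb the shares were 2.24% and 2.05%. Peaks of single LXRB replicates gave 48.2% and 59.5% at 2 h and 47.2% and 38.7% at 48 h. The direction of the difference depended on which sites were compared. With the 48 h sites limited to the strongest 3881, 63.8% of them overlapped JunD. That sets the strongest 48 h sites against all 2 h sites, so it does not separate number from strength. Sites found at only 1 time point, a comparison chosen after the values had been seen, also had the higher share at 48 h (43.2% against 40.0%). With the upper 50% of peaks at both times, the share stayed higher at 2 h (49.7% against 45.0%). The paper relates the overlap at 48 h to its AP1 motif enrichment.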

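At 2 h, 4840 of 14249 PPARG sites overlapped a JunD site, which is 34.0% (Wilson 95% interval from 33.2% to 34.7%), and at 48 h 3234 of 8317 did, which is 38.9% (from 37.8% to 39.9%). After the shift by 100 kb the shares were 1.64% and 1.94%. Peaks of single PPARG replicates gave 26.4% and 32.3% at 2 h and 36.1% and 37.4% at 48 h. With the 2 h sites limited to the strongest 8317, the share at 2 h was 40.0%, just above that at 48 h. With the upper 50% of peaks at both times, the share was 27.1% at 2 h and 29.7% at 48 h. Among sites found at only 1 time point, chosen for comparison after the values had been seen, it was 25.9% at 2 h and 18.5% at 48 h.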

PPARG generated more pronounced changes, with 37 % of PPARG sites co-occurring with JunD at 2 h and with only 12 % of sites at 48 h (Fig. 4d). We also performed the inverse comparison by assessing the percentage of all JunD binding events that co-occurred with LXRB and PPARG sites and this analysis generated the same results (Fig. 4e); a 1.9-fold stronger concordance was identified at 48 h for LXRB, while a 1.4-fold higher overlap was identified at 2 h for PPARG. 

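Of the 8960 JunD sites, 2325 overlapped an LXRB site at 2 h (25.9%, Wilson 95% interval from 25.1% to 26.9%) and 4514 at 48 h (50.4%, from 49.3% to 51.4%), a ratio of 1.94. For PPARG, 4694 JunD sites overlapped at 2 h (52.4%, from 51.4% to 53.4%) and 3210 at 48 h (35.8%, from 34.8% to 36.8%), a ratio of 1.46. Ratios between single replicates ran from 1.41 to 2.03 for LXRB and from 0.909 to 1.85 for PPARG. With equal numbers of the strongest sites at both times, the ratio was 1.03 for LXRB and 1.02 for PPARG. The paper takes both comparisons as opposing temporal changes in AP1 co-occupancy at LXRB and PPARG sites.

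**Figure D3:**
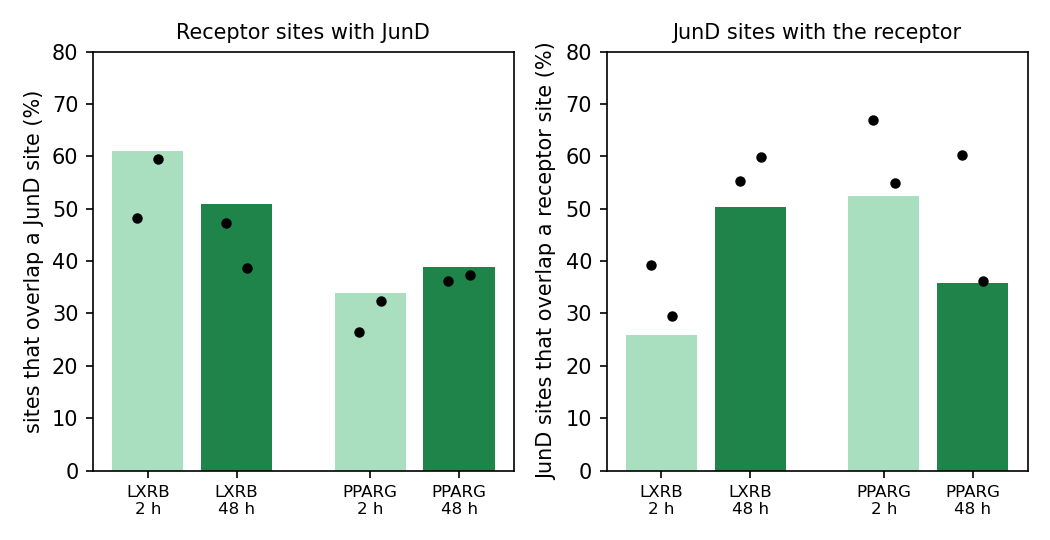
Percentage of receptor sites that overlap JunD sites (left) and percentage of JunD sites that overlap receptor sites (right) at 2 and 48 h, with bars for sites found in both replicates and points for single replicates of the receptor. On the right the bars go from 25.9% to 50.4% for LXRB and from 52.4% to 35.8% for PPARG.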

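For the Flag-tagged LXRA, 5588 of 18389 sites overlapped a JunD site at 2 h, which is 30.4% (Wilson 95% interval from 29.7% to 31.1%), and 5992 of 17326 did at 48 h, which is 34.6% (from 33.9% to 35.3%). Single LXRA replicates gave 22.7% and 29.5% at 2 h and 33.3% and 25.6% at 48 h, so the difference is within the spread between replicates. Of the JunD sites, 60.7% overlapped an LXRA site at 2 h and 65.3% at 48 h, a ratio of 1.08, with single replicates between 0.885 and 1.32. AP1 motifs were not analysed here.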

Using the LXRA ChIP-seq data, we identified similar enrichments patterns for AP1 motif enrichment and JunD co-occupancy as the endogenous LXRB binding profile (Additional file 1: Figure S12).

### LXRs and PPARG maintain temporally distinct gene regulatory activities

We integrated our drug treatment gene expression datasets with our nuclear receptor ChIP-seq results to investigate whether there was direct activation and repression through PPARG, LXRA, and LXRB. To identify putative direct target genes of the assayed TFs, we determined the distance of the nearest binding site to promoters of genes and subsequently generated cumulative distribution functions comparing the fraction of genes with binding events at different distance cutoffs (Fig. 5a). For assessing distance enrichments, we used all the genes in the genome to obtain a background distribution. We further split drug-responsive genes (adjusted *p* < 0.01, fold change cutoff ±2) into activated and repressed targets to assign putative regulatory functions. To infer early regulatory functions, we compared 24-h RNA-seq data with 2-h ChIP-seq data and used the 48-h datasets to assess late activities (Fig. 5a). Notably, both LXRA and LXRB generated concordant profiles that were distinct from those of PPARG. During the early drug response, LXRA and LXRB binding events are situated near up-regulated GW3965 + T0901317 target genes. However, during the late response, LXR occupancy occurs near repressed genes. This pattern is in contrast to the PPARG profile, where strong enrichments are observed only for up-regulated target genes. Again, the same LXR enrichment transition was observed when we used a lower fold change cutoff (±1.5), and we further ruled out the possibility that this enrichment was driven by a negative feedback loop on genes significantly activated at 24 h by removing these genes from the analysis (Additional file 1: Figures S13 and S14). We also obtained concordant enrichment transitions for LXRs using only GW3965 gene expression data (Additional file 1: Figures S15–S17).

**Fig. 5:**
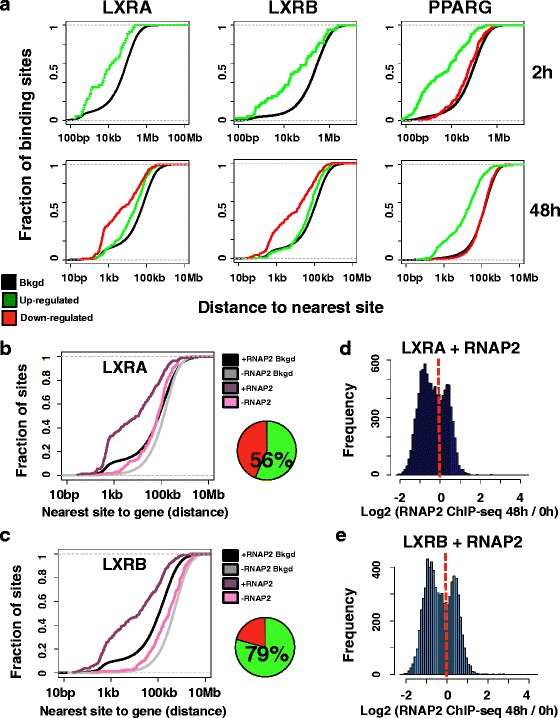
LXRs and PPARG maintain temporally distinct gene regulatory functions. **a** Cumulative distribution functions display the fraction of target gene promoters (*y-axis*) at different distance cutoffs to the nearest LXRA, LXRB, and PPARG binding event (*x-axis*). The nearest binding event to each gene promoter was used. Data for promoters of responsive up-regulated genes (*green*) and repressed (*red*) genes (adjusted *p* < 0.01, fold change cutoff of ±2) are shown. The background distribution using all gene promoters in the genome is also displayed (*Bkgd*, *black*). The *top panel* represents 2-h ChIP-seq data compared with 24-h RNA-seq data while the *bottom panel* compares 48-h ChIP-seq and RNA-seq data. For LXR data, GW3965 + T0901317 responsive genes are shown. Down-regulated curves are absent for 24-h GW3965 + T0901317 datasets as only one target gene was identified. **b** Cumulative distribution functions display the fraction of 48-h GW3965 + T0901317 repressed gene promoters (*y-axis*, adjusted *p* < 0.01, fold change cutoff of ±2) at different distance cutoffs to the nearest LXRA binding event (*x-axis*). LXRA binding events coincident with RNAP2 are in *dark purple* (*+RNAP2*), while LXRA sites devoid of RNAP2 occupancy are denoted in *pink* (*-RNAP2*). The background distribution using all gene promoters in the genome for sites overlapping with RNAP2 (*+RNAP2 Bkgd*, *black*) or for sites devoid of RNAP2 (*-RNAP2 Bkgd*, *gray*) is also graphed. The pie chart depicts the fraction of LXRA sites coincident with RNAP2 (*green*). **c** Cumulative distribution functions display the fraction of 48-h GW3965 + T0901317 repressed gene promoters (*y-axis*, adjusted *p* < 0.01, fold change cutoff of ±2) at different distance cutoffs to the nearest LXRB binding event (*x-axis*). LXRB binding events coincident with RNAP2 are in *dark purple* (*+RNAP2*), while LXRB sites devoid of RNAP2 occupancy are denoted in *pink* (*-RNAP2*). The background distribution using all gene promoters in the genome for sites overlapping with RNAP2 (*+RNAP2 Bkgd*, *black*) or for sites devoid of RNAP2 (*-RNAP2 Bkgd*, *gray*) is also graphed. The pie chart depicts the fraction of LXRB sites coincident with RNAP2 (*green*). **d** Read depth ratios (*x-axis*) of RNAP2 enrichment at LXRA binding sites (*LXRA + RNAP2*). Negative values highlight stronger enrichment under control culture conditions (DMSO; 0 h) while positive values denote stronger enrichment after 48 h of GW3965 treatment. **e** Read depth ratios (*x-axis*) of RNAP2 enrichment at LXRB binding sites (*LXRB + RNAP2*). Negative values highlight stronger enrichment under control culture conditions (DMSO; 0 h) while positive values denote stronger enrichment after 48 h of GW3965 treatment

Diverse genomic and functional studies support the role of RNAP2 as a marker of active, promoter-distal enhancer elements [60, 61]. To determine if these gene promoter enrichments were driven by nearby, functional nuclear receptor binding events, we performed replicate RNA polymerase II (RNAP2) ChIP-seq experiments under control culture conditions (DMSO) and after 24 and 48 h of GW3965 and rosiglitazone treatment. 

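RNAP2 peaks of 2 replicates per group were called by the authors in the same way. The replicates had 30638 and 35010 peaks with DMSO, 27260 and 27249 after 24 h and 32831 and 28897 after 48 h of GW3965, and 35934 and 30926 after 24 h and 34742 and 29289 after 48 h of rosiglitazone. Sites found in both replicates numbered 26581 with DMSO, 19156 and 24895 with GW3965 and 23884 and 21817 with rosiglitazone. Distances of sites to promoters were not analysed here.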

We first compared RNAP2 binding events to the LXR ChIP-seq datasets and divided LXR sites into those that were co-occupied by RNAP2 and sites that were devoid of RNAP2 occupancy. By integrating these distinct loci with GW3965 + T0901317 target genes that were repressed at 48 h, we identified RNAP2 co-occupied LXR sites as the principle drivers of the enrichment with down-regulated gene promoters, pointing to the functionality of these binding events (Additional file 1: Figure S18). We obtained comparable results when we used only GW3965-responsive genes (Fig. 5b, c) and lower fold change cutoffs (Additional file 1: Figure S19). Moreover, the majority of LXRA (56 %) and LXRB (79 %) binding events at 48 h were coincident with RNAP2. 

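Of the LXRA sites at 48 h, 9800 of 17326 overlapped an RNAP2 site found after 48 h of GW3965, which is 56.6% (Wilson 95% interval from 55.8% to 57.3%). For LXRB 7304 of 9218 did, which is 79.2% (from 78.4% to 80.1%). After a shift by 100 kb the shares were 5.11% and 6.26%. With RNAP2 sites of DMSO-treated cells the overlap was 72.6% for LXRA and 90.8% for LXRB, so most of these sites lay at RNAP2 sites of untreated cells as well. Setting all sites to 200 bp moved the shares most for LXRB, giving 41.5% for LXRA and 57.9% for LXRB. From their enrichment near repressed genes, the paper proposes that the LXR sites that coincide with RNAP2 are likely to be functional.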

Identical analyses using 2-h rosiglitazone PPARG binding results and 24-h rosiglitazone RNAP2 occupancy identified a similar enrichment with RNAP2 co-occupancy at genes up-regulated by rosiglitazone at 24 h (Additional file 1: Figure S20).

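Of the 14249 PPARG sites at 2 h, 9158 overlapped an RNAP2 site found after 24 h of rosiglitazone, which is 64.3% (Wilson 95% interval from 63.5% to 65.1%), and 5.91% did after a shift by 100 kb. The share was 63.0% with RNAP2 sites of DMSO-treated cells and 48.3% with those after 24 h of GW3965. The enrichment near genes up-regulated by rosiglitazone was not analysed here.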

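Sites with H3K27ac after 48 h of GW3965 were present at 57.2% of the LXRA sites at 48 h (Wilson 95% interval from 56.5% to 57.9%) and at 69.8% of the LXRB sites (from 68.9% to 70.7%). For H3K27ac of DMSO-treated cells these shares were 49.8% and 64.1%. With H3K27ac after 48 h of rosiglitazone they were 61.2% and 75.5%, above those with GW3965, so the higher shares were not particular to the LXR agonist. PPARG sites at 2 h overlapped H3K27ac sites after 24 h of rosiglitazone in 60.0% (from 59.2% to 60.8%), against 44.2% after 24 h of GW3965 and 42.8% with DMSO, and 6.42% after a shift by 100 kb. PPARG sites at 48 h overlapped H3K27ac sites after 48 h of rosiglitazone in 66.8% and those with DMSO in 43.3%. Of the 5965 sites that gained H3K27ac after 24 h of rosiglitazone, 2419 (40.6%) held a PPARG site at 2 h, compared with 27.8% of the sites gained with GW3965. Of the sites gained after 48 h, 15.6% with GW3965 and 20.3% with rosiglitazone held an LXRB site at 48 h. For LXRA these shares were 31.8% and 39.0% with its sites at 48 h, and 42.7% and 38.2% with its sites at 2 h.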

To validate the functional likelihood of these binding events further, we compared our nuclear receptor ChIP-seq data with H3K27ac binding data. For all analyses, and using GW3965 + T0901317 repressed genes at 48 h, as well as 24-h rosiglitazone-activated genes, we confirmed that PPARG, LXRA, and LXRB binding sites overlapping with H3K27ac exhibited more pronounced enrichment near these drug responsive genes compared with sites devoid of H3K27ac occupancy (Additional file 1: Figures S21–S23). This observation held true using both GW3965 and high-confidence GW3965 + T0901317 gene sets for LXR comparisons and by controlling for confounding effects from negative feedback loops. Similar enrichments were observed for 24-h up-regulated genes for both LXR nuclear receptors and 48-h up-regulated genes for PPARG (Additional file 1: Figure S24). Notably, LXRA and LXRB binding events coincident with the JunD binding were also preferentially enriched near repressed genes (Additional file 1: Figure S25).

Finally, we performed quantitative analyses at LXRA and LXRB sites that co-occurred with RNAP2 at 48 h to ascertain temporal changes in RNAP2 occupancy, which may further provide mechanistic insight (Fig. 5d, e). Intriguingly, an analysis of normalized RNAP2 read depth at both LXRA and LXRB sites revealed a bimodal distribution, with a subset of sites exhibiting stronger RNAP2 enrichment prior to drug treatment and a fraction of binding events displaying greater occupancy after 48 h of GW3965 treatment. Related assessments of H3K27ac temporal patterns generated more stable distributions (Additional file 1: Figure S26), limiting this bimodal pattern to RNAP2 occupancy. Collectively, these data point to gene-activating roles for PPARG, while LXR proteins seem to harbor more dynamic regulatory activities characterized by early activating effects and late repressing functions.

### LXR repression is consistent with RNAP2 promoter-proximal pausing

To infer a potential mechanism for the late, LXR-mediated gene repression described above, we compared RNAP2 binding profiles to RNA-seq results (adjusted *p* < 0.01, fold change cutoff ±2). We first used our RNAP2 ChIP-seq data to determine the predictive value of RNAP2 normalized read depth at promoters as a measurement for global gene expression (Additional file 1: Figure S27). For all drug treatments, we obtained sufficient correlations (rho > 0.72). Having shown the utility of promoter RNAP2 occupancy, we next assessed RNAP2 read depth at promoters of differentially regulated genes (Fig. 6a, b; Additional file 1: Figures S28–S31). During the early response (Additional file 1: Figure S28), both datasets were well correlated; the vast majority of up-regulated genes exhibited stronger RNAP2 promoter enrichment compared with control culture conditions, while down-regulated genes had reduced RNAP2 read depth at their promoters. However, pronounced differences were observed between GW3965 and rosiglitazone treatments at late time points (Fig. 6a, b). Although 81 % of activated GW3965 genes displayed stronger RNAP2 promoter enrichment, paradoxically, only 34 % of repressed genes showed a decrease in RNAP2 promoter occupancy. This effect was not observed for rosiglitazone, where 81 % of up-regulated and 85 % of down-regulated genes maintained correlated changes with RNAP2 promoter occupancy. We further validated this deviation when we used lower fold change cutoffs (Additional file 1: Figures S29 and S30), while swapping binding sites and gene expression datasets between GW3965 and rosiglitazone treatments generated random, overlapping distributions between up- and down-regulated genes (Additional file 1: Figure S31).

**Fig. 6:**
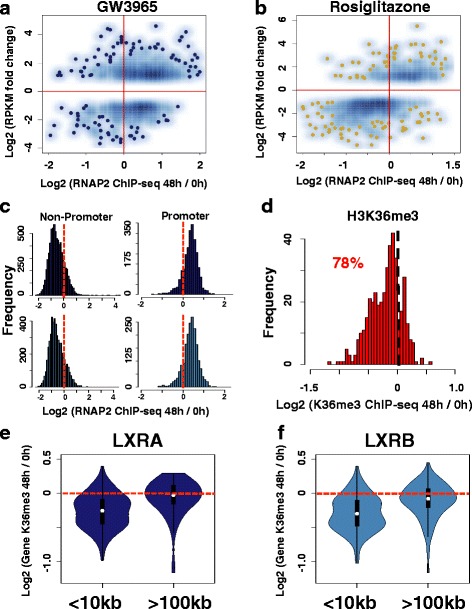
LXR repression is consistent with RNAP2 promoter-proximal pausing. **a** Smooth scatter plot comparing RNA-derived gene expression levels after 48-h GW3965 treatment (*y-axis*, reads per kilobase of transcript per million mapped reads (*RPKM*)) with sequencing read depth ratios of ChIP-derived RNAP2 promoter occupancy (*x-axis*). Read depth at promoters assesses the enrichment after 48 h of GW3965 (*48 h*) normalized to control culture conditions (*0 h*). Data are presented for all GW3965 responsive genes (adjusted *p* < 0.01, fold change cutoff of ±2). **b** Smooth scatter plot comparing RNA-derived gene expression levels after 48 h of rosiglitazone stimulation (*y-axis*, *RPKM*) with sequencing read depth ratios of ChIP-derived RNAP2 promoter occupancy (*x-axis*). Read depth at promoters assesses the enrichment after 48 h of rosiglitazone (*48 h*) normalized to control culture conditions (*0 h*). Data are presented for all rosiglitazone-responsive genes (adjusted *p* < 0.01, fold change cutoff of ±2). **c** Histogram tabulating the read depth ratios (*x-axis*) of RNAP2 enrichment sites co-occupied by LXRA and RNAP2 (*top panel*) and sites co-occupied by LXRB and RNAP2 (*bottom panel*). Co-occupied sites are divided based on promoter location (*Non-Promoter* and *Promoter*). Negative values highlight stronger enrichment under control culture conditions (*0 h*) while positive values denote stronger enrichment after 48 hours of GW3965 treatment. **d** Histogram tabulating the read depth ratios (*x-axis*) of H3K36me3 enrichment in gene bodies for genes down-regulated after 48 h of GW3965 treatment. Negative values highlight stronger enrichment at baseline (*0 h*) while positive values denote stronger enrichment after 48 h of GW3965 treatment. **e** Violin plot of changes in H3K36me3 read depth ratio in gene bodies of repressed genes after 48 h of GW3965 treatment. Plots are displayed for genes that harbor LXRA binding events within 10 kb (<10 kb) from promoters, as well as plots for genes with no evidence of nearby LXRA occupancy (>100 kb). **f** Violin plot of changes in H3K36me3 read depth ratio in gene bodies of repressed genes after 48 h of GW3965 treatment. Plots are displayed for genes that harbor LXRB binding events within 10 kb (<10 kb) of promoters, as well as plots for genes with no evidence of nearby LXRB occupancy (>100 kb)

We next divided the LXR sites overlapping with RNAP2 sites (LXR + RNAP2) into promoter binding events and LXR + RNAP2 binding events distal to promoters (±500 bp) to determine if promoter association can explain the observed bimodal distribution of RNAP2 read enrichment (Fig. 5d, e). Notably, by separating LXR + RNAP2 co-occupied sites based on overlap with promoter regions (Fig. 6c), we were able to explain the temporal RNAP2 occupancy distribution; overlapping sites at promoters exhibited stronger RNAP2 enrichment at 48 h, while LXR binding events outside of promoters displayed diminished RNAP2 occupancy at 48 h. The University of California Santa Cruz (UCSC) Genome browser images (https://genome.ucsc.edu/) of raw ChIP-seq signal at several loci spanning 48-h, GW3965-repressed genes are provided in Additional file 1: Figures S32–S35.

The observation of a late, stronger RNAP2 promoter occupancy at LXR responsive genes is difficult to reconcile with the decrease in RNA expression during the late drug response. These effects may be mediated by post-transcriptional regulation, for example, by enhancing transcript degradation or, alternatively, by RNAP2 promoter-proximal pausing, with increased enrichment stemming from longer RNAP2 promoter residency times. To potentially distinguish between these two possibilities, we performed ChIP-seq experiments using an antibody targeting histone-3 lysine-36 trimethylation (H3K36me3), a histone modification found in gene bodies that is correlated with expression [62, 63]. We ran H3K36me3 ChIP-seq experiments under control culture conditions (DMSO) and after 48 h of GW3965 treatment. We confirmed the predictive value of H3K36me3 gene body occupancy for measuring global gene expression (rho > 0.77; Additional file 1: Figure S36) and subsequently compared H3K36me3 gene body read depth with expression of GW3965-responsive genes (Fig. 6d; Additional file 1: Figures S37–S39). For 78 % of repressed genes at 48 h, H3K36me3 displayed a concordant decrease in gene body occupancy (Fig. 6d; Additional file 1: Figure S37). This pattern was further maintained using lower fold change cutoffs (Additional file 1: Figures S38 and S39). To investigate whether H3K36me3 changes were directly related to LXRs, we evaluated dynamic H3K36me3 occupancy at all 48-h repressed genes that were enriched for nearby LXR binding events (<10 kb from promoter) and for genes that were devoid of nearby LXR binding (>100 kb from promoters). Intriguingly, genes with nearby LXRA and LXRB binding exhibited a significantly stronger decrease (Wilcoxon; LXRA *p* = 1.265e-8, LXRB *p* = 1.394e-9) in H3K36me3 gene body occupancy (Fig. 6e, f). Incorporating GW3965-responsive genes with lower fold change cutoffs led to similarly significant patterns (Wilcoxon; LXRA and LXRB *p* < 2.2e-16) for both proteins (Additional file 1: Figure S40). Taken together, these data are consistent with a RNAP2 promoter-pausing mechanism mediated by LXRA and LXRB nuclear receptors.

## Discussion

Although gene regulatory networks govern genome function and underlie diverse physiological and developmental processes, our overall understanding of how these transcriptional programs are spatiotemporally regulated remains rudimentary. Here we sought to understand the gene regulatory networks that control tumor cell metabolism and proliferation in a temporal manner by generating a thorough characterization of the gene regulatory effects of LXR and PPARG signaling. Collectively, our work illustrates how two distinct gene regulatory cascades lead to a common phenotypic outcome and further provides a better molecular understanding of how extracellular metabolic cues impact tumor cell physiology.

Multiple studies have suggested a role for LXR and PPARG metabolic nuclear receptors in tumor cell biology [64–67]. Our identification of a pronounced inhibitory effect on tumor cell proliferation and decreased glutathione levels that is consistent with increased oxidative stress agrees with previous reports [31, 32]. A recent study suggested increased reactive oxygen species via PDK4 expression and beta-oxidation of fatty acids as the likely anti-proliferative mechanism in lung cancer cells [31]. Indeed, rosiglitazone treatment in our study also led to a significant up-regulation of *PDK4* expression (fold change = 6, adjusted *p* value 2.09e-151). 

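PDK4 (ENSG00000004799.6) was 5.99-fold higher after 24 h of rosiglitazone, a log2 fold change of 2.58 (standard error 0.10, adjusted p = 1.12e-12), with 27.7 ± 2.43 CPM against 4.63 ± 0.286 in DMSO (SD, n = 4). After 48 h it was 9.09-fold higher, a log2 fold change of 3.18 (standard error 0.11, adjusted p = 1.25e-13), with 40.8 ± 5.90 against 4.49 ± 0.348 CPM (SD, n = 4). All 4 rosiglitazone libraries were above all 4 DMSO libraries at both times. Across the alternatives, the log2 fold change at 24 h stayed between 2.49 and 2.64 and the adjusted p between 9.57e-125, with DESeq2, and 5.30e-11. With GW3965, PDK4 was 2.77-fold higher at 24 h (adjusted p = 8.88e-09) and 4.89-fold higher at 48 h (adjusted p = 8.69e-12). T0901317 gave a log2 fold change of 0.26 (adjusted p = 0.337) at 24 h and a 2.93-fold rise (adjusted p = 2.19e-09) at 48 h. The paper relates this rise to a mechanism by which PDK4 increases reactive oxygen species in lung cancer cells.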

Our metabolomic interrogation further identified an increase in aerobic glycolysis, demonstrating a role for this regulatory network in the Warburg effect. Although this observation is contrary to the observed increase in oxidative stress, the assessment of metabolite concentrations cannot distinguish cause from effect and, therefore, the increase in aerobic glycolysis may reflect an indirect cellular response to oxidative stress rather than a direct effect stemming from LXR and PPARG signaling.

Through an investigation that interrogated multiple tiers of transcriptional regulation and genome organization, we demonstrated that these overlapping cell phenotypes are mediated though widely distinct signaling cascades at the molecular level. The genome-wide cellular response to rosiglitazone was rapid and supported by quick changes to metabolite levels, linear transcriptional profiles, abrupt chromatin alterations, and a short-lived burst of PPARG binding. By contrast, the more gradual changes to cellular metabolites, a stalled transcriptional response, gradual increases in the chromatin landscape, and dramatic increase in genome-wide LXRB occupancy with time highlight a more sustained GW3965 response.

Despite these differing molecular networks, both sets of nuclear receptors were strongly associated with AP1 transcriptional regulators, with PPARG displaying an early preference for AP1 motifs and co-occupancy, while LXRs exhibited a more pronounced late association with AP1 motifs and proteins. In light of the consistent association with upregulated genes, PPARG appears to behave as a transcriptional activator. This is consistent with the canonical model of type II nuclear receptor function, wherein ligand binding leads to the displacement of co-repressor complexes from nuclear receptors and subsequent recruitment of co-activator proteins [68]. The regulatory functions of LXRA and LXRB were more complex; our genomic data points to both activating and repressive activities at early and late time points, respectively. Taken together, our results further point to LXR-mediated genetic repression through RNAP2 promoter-proximal pausing. Unlike the canonical model for PPARG activity, our results suggest the intriguing possibility that these transcriptional profiles reflect a LXR transrepression of the AP1 signaling program through protein–protein interactions at AP1 binding sites that lead to RNAP2 promoter-proximal pausing. Similar mechanisms have been reported for LXRs in macrophages on inflammatory Toll-like receptor genes [69, 70], including transrepression of the AP1 machinery [71]. Further experimentation will be required to fully define the molecular mechanism of this putative LXR-mediated repression.

## Conclusions

By relying on a unique, multi-tiered approach, our detailed results provide a molecular understanding of how extracellular nutrients impact cancer cell physiology at the genome level. This comprehensive analysis illustrates the complexity of genome function and structure by elucidating how common phenotypic outcomes are genetically encoded through diverse transcriptional programs. Our results finally allude to the tantalizing possibility that tumor cell growth can be altered, or even fully inhibited, through metabolic reprogramming.

## Abbreviations

FBS, fetal bovine serum; KEGG, Kyoto Encyclopedia of Genes and Genomes; LXR, liver X receptor; LXRA, liver X receptor alpha; LXRB, liver X receptor beta; PPARG, peroxisome proliferator-activated receptor gamma; RNAP2, RNA polymerase II; TF, transcription factor.

## Additional file

Additional file 1: Figures S1–S40. All supplemental figures with captions. (PDF 23001 kb) Additional file 2: Table S1. (PDF 275 kb) Additional file 3: Table S2.

## References

[1] Macneil LT, Walhout AJ (2011). Gene regulatory networks and the role of robustness and stochasticity in the control of gene expression. Genome Res.

[2] Herschman HR (1989). Extracellular signals, transcriptional responses and cellular specificity. Trends Biochem Sci.

[3] Lopez-Maury L, Marguerat S, Bahler J (2008). Tuning gene expression to changing environments: from rapid responses to evolutionary adaptation. Nat Rev Genet.

[4] Bulger M, Groudine M (2011). Functional and mechanistic diversity of distal transcription enhancers. Cell.

[5] Sakabe NJ, Savic D, Nobrega MA (2012). Transcriptional enhancers in development and disease. Genome Biol.

[6] Levine M (2010). Transcriptional enhancers in animal development and evolution. Curr Biol.

[7] Tjian R, Maniatis T (1994). Transcriptional activation: a complex puzzle with few easy pieces. Cell.

[8] Calkin AC, Tontonoz P (2012). Transcriptional integration of metabolism by the nuclear sterol-activated receptors LXR and FXR. Nat Rev Mol Cell Biol.

[9] Berger J, Moller DE (2002). The mechanisms of action of PPARs. Annu Rev Med..

[10] Joseph SB, Laffitte BA, Patel PH, Watson MA, Matsukuma KE, Walczak R, Collins JL, Osborne TF, Tontonoz P. Direct and indirect mechanisms for regulation of fatty acid synthase gene expression by liver X receptors. J Biol Chem. 2002;277(13):11019–25.10.1074/jbc.M11104120011790787

[11] Li AC, Glass CK (2004). PPAR- and LXR-dependent pathways controlling lipid metabolism and the development of atherosclerosis. J Lipid Res.

[12] Lehmann JM, Moore LB, Smith-Oliver TA, Wilkison WO, Willson TM, Kliewer SA (1995). An antidiabetic thiazolidinedione is a high affinity ligand for peroxisome proliferator-activated receptor gamma (PPAR gamma). J Biol Chem.

[13] Mitro N, Mak PA, Vargas L, Godio C, Hampton E, Molteni V, Kreusch A, Saez E. The nuclear receptor LXR is a glucose sensor. Nature. 2007;445(7124):219–23.10.1038/nature0544917187055

[14] Hong C, Tontonoz P (2008). Coordination of inflammation and metabolism by PPAR and LXR nuclear receptors. Curr Opin Genet Dev.

[15] Jaziri R, Lobbens S, Aubert R, Pean F, Lahmidi S, Vaxillaire M, Porchay I, Bellili N, Tichet J, Balkau B et al. The PPARG Pro12Ala polymorphism is associated with a decreased risk of developing hyperglycemia over 6 years and combines with the effect of the APM1 G-11391A single nucleotide polymorphism: the Data From an Epidemiological Study on the Insulin Resistance Syndrome (DESIR) study. Diabetes. 2006;55(4):1157–62.10.2337/diabetes.55.04.06.db05-067616567542

[16] Rangwala SM, Lazar MA (2004). Peroxisome proliferator-activated receptor gamma in diabetes and metabolism. Trends Pharmacol Sci.

[17] Cao G, Liang Y, Broderick CL, Oldham BA, Beyer TP, Schmidt RJ, Zhang Y, Stayrook KR, Suen C, Otto KA et al. Antidiabetic action of a liver x receptor agonist mediated by inhibition of hepatic gluconeogenesis. J Biol Chem. 2003;278(2):1131–6.10.1074/jbc.M21020820012414791

[18] Steffensen KR, Gustafsson JA (2004). Putative metabolic effects of the liver X receptor (LXR). Diabetes..

[19] Laffitte BA, Chao LC, Li J, Walczak R, Hummasti S, Joseph SB, Castrillo A, Wilpitz DC, Mangelsdorf DJ, Collins JL et al. Activation of liver X receptor improves glucose tolerance through coordinate regulation of glucose metabolism in liver and adipose tissue. Proc Natl Acad Sci U S A. 2003;100(9):5419–24.10.1073/pnas.0830671100PMC15436012697904

[20] Kliewer SA, Lenhard JM, Willson TM, Patel I, Morris DC, Lehmann JM (1995). A prostaglandin J2 metabolite binds peroxisome proliferator-activated receptor gamma and promotes adipocyte differentiation. Cell.

[21] Hu E, Kim JB, Sarraf P, Spiegelman BM (1996). Inhibition of adipogenesis through MAP kinase-mediated phosphorylation of PPARgamma. Science.

[22] Walczak R, Tontonoz P (2002). PPARadigms and PPARadoxes: expanding roles for PPARgamma in the control of lipid metabolism. J Lipid Res.

[23] Gao M, Liu D (2013). The liver X receptor agonist T0901317 protects mice from high fat diet-induced obesity and insulin resistance. AAPS J.

[24] Kalaany NY, Gauthier KC, Zavacki AM, Mammen PP, Kitazume T, Peterson JA, Horton JD, Garry DJ, Bianco AC, Mangelsdorf DJ. LXRs regulate the balance between fat storage and oxidation. Cell Metab. 2005;1(4):231–44.10.1016/j.cmet.2005.03.00116054068

[25] Feng J, Han J, Pearce SF, Silverstein RL, Gotto Jr AM, Hajjar DP, Nicholson AC. Induction of CD36 expression by oxidized LDL and IL-4 by a common signaling pathway dependent on protein kinase C and PPAR-gamma. J Lipid Res. 2000;41(5):688–96.10787429

[26] Collins AR, Meehan WP, Kintscher U, Jackson S, Wakino S, Noh G, Palinski W, Hsueh WA, Law RE. Troglitazone inhibits formation of early atherosclerotic lesions in diabetic and nondiabetic low density lipoprotein receptor-deficient mice. Arterioscler Thromb Vasc Biol. 2001;21(3):365–71.10.1161/01.atv.21.3.36511231915

[27] Chen Z, Ishibashi S, Perrey S, Osuga J, Gotoda T, Kitamine T, Tamura Y, Okazaki H, Yahagi N, Iizuka Y et al. Troglitazone inhibits atherosclerosis in apolipoprotein E-knockout mice: pleiotropic effects on CD36 expression and HDL. Arterioscler Thromb Vasc Biol. 2001;21(3):372–7.10.1161/01.atv.21.3.37211231916

[28] Joseph SB, McKilligin E, Pei L, Watson MA, Collins AR, Laffitte BA, Chen M, Noh G, Goodman J, Hagger GN et al. Synthetic LXR ligand inhibits the development of atherosclerosis in mice. Proc Natl Acad Sci U S A. 2002;99(11):7604–9.10.1073/pnas.112059299PMC12429712032330

[29] Bradley MN, Hong C, Chen M, Joseph SB, Wilpitz DC, Wang X, Lusis AJ, Collins A, Hseuh WA, Collins JL et al. Ligand activation of LXR beta reverses atherosclerosis and cellular cholesterol overload in mice lacking LXR alpha and apoE. J Clin Invest. 2007;117(8):2337–46.10.1172/JCI31909PMC192449617657314

[30] Saez E, Tontonoz P, Nelson MC, Alvarez JG, Ming UT, Baird SM, Thomazy VA, Evans RM. Activators of the nuclear receptor PPARgamma enhance colon polyp formation. Nat Med. 1998;4(9):1058–61.10.1038/20429734400

[31] Srivastava N, Kollipara RK, Singh DK, Sudderth J, Hu Z, Nguyen H, Humphries CG, Carstens R, Huffman KE. Inhibition of cancer cell proliferation by PPARgamma is mediated by a metabolic switch that increases reactive oxygen species levels. Cell Metab. 2014;20(4):650–61.10.1016/j.cmet.2014.08.003PMC419199925264247

[32] Vedin LL, Gustafsson JA, Steffensen KR. The oxysterol receptors LXRalpha and LXRbeta suppress proliferation in the colon. Mol Carcinog. 2013;52(11):835-44.10.1002/mc.2192422610535

[33] Fukuchi J, Kokontis JM, Hiipakka RA, Chuu CP, Liao S (2004). Antiproliferative effect of liver X receptor agonists on LNCaP human prostate cancer cells. Cancer Res.

[34] Plat J, Nichols JA, Mensink RP (2005). Plant sterols and stanols: effects on mixed micellar composition and LXR (target gene) activation. J Lipid Res.

[35] Ronco A, De Stefani E, Boffetta P, Deneo-Pellegrini H, Mendilaharsu M, Leborgne F (1999). Vegetables, fruits, and related nutrients and risk of breast cancer: a case-control study in Uruguay. Nutr Cancer.

[36] De Stefani E, Boffetta P, Ronco AL, Brennan P, Deneo-Pellegrini H, Carzoglio JC, Mendilaharsu M. Plant sterols and risk of stomach cancer: a case-control study in Uruguay. Nutr Cancer. 2000;37(2):140–4.10.1207/S15327914NC372_411142085

[37] Mendilaharsu M, De Stefani E, Deneo-Pellegrini H, Carzoglio J, Ronco A (1998). Phytosterols and risk of lung cancer: a case-control study in Uruguay. Lung Cancer.

[38] Baskar AA, Ignacimuthu S, Paulraj GM, Al Numair KS (2010). Chemopreventive potential of beta-Sitosterol in experimental colon cancer model--an in vitro and In vivo study. BMC Complement Altern Med..

[39] Chuu CP, Hiipakka RA, Kokontis JM, Fukuchi J, Chen RY, Liao S (2006). Inhibition of tumor growth and progression of LNCaP prostate cancer cells in athymic mice by androgen and liver X receptor agonist. Cancer Res.

[40] Gabbi C, Kim HJ, Barros R, Korach-Andre M, Warner M, Gustafsson JA (2010). Estrogen-dependent gallbladder carcinogenesis in LXRbeta-/- female mice. Proc Natl Acad Sci U S A.

[41] Vedin LL, Lewandowski SA, Parini P, Gustafsson JA, Steffensen KR (2009). The oxysterol receptor LXR inhibits proliferation of human breast cancer cells. Carcinogenesis.

[42] Pommier AJ, Alves G, Viennois E, Bernard S, Communal Y, Sion B, Marceau G, Damon C, Mouzat K, Caira F et al. Liver X Receptor activation downregulates AKT survival signaling in lipid rafts and induces apoptosis of prostate cancer cells. Oncogene. 2010;29(18):2712–23.10.1038/onc.2010.3020190811

[43] Lee JH, Gong H, Khadem S, Lu Y, Gao X, Li S, Zhang J, Xie W. Androgen deprivation by activating the liver X receptor. Endocrinology. 2008;149(8):3778–88.10.1210/en.2007-1605PMC248823318450964

[44] Kotta-Loizou I, Giaginis C, Theocharis S (2012). The role of peroxisome proliferator-activated receptor-gamma in breast cancer. Anticancer Agents Med Chem.

[45] Pang X, Wei Y, Zhang Y, Zhang M, Lu Y, Shen P (2013). Peroxisome proliferator-activated receptor-gamma activation inhibits hepatocellular carcinoma cell invasion by upregulating plasminogen activator inhibitor-1. Cancer Sci.

[46] Girnun GD, Smith WM, Drori S, Sarraf P, Mueller E, Eng C, Nambiar P, Rosenberg DW, Bronson RT, Edelmann W et al. APC-dependent suppression of colon carcinogenesis by PPARgamma. Proc Natl Acad Sci U S A. 2002;99(21):13771–6.10.1073/pnas.162480299PMC12977312370429

[47] Jansson EA, Are A, Greicius G, Kuo IC, Kelly D, Arulampalam V, Pettersson S. The Wnt/beta-catenin signaling pathway targets PPARgamma activity in colon cancer cells. Proc Natl Acad Sci U S A. 2005;102(5):1460–5.10.1073/pnas.0405928102PMC54782715665104

[48] Dunn WB, Broadhurst D, Begley P, Zelena E, Francis-McIntyre S, Anderson N, Brown M, Knowles JD, Halsall A, Haselden JN (2011). Procedures for large-scale metabolic profiling of serum and plasma using gas chromatography and liquid chromatography coupled to mass spectrometry. Nat Protoc.

[49] Gertz J, Savic D, Varley KE, Partridge EC, Safi A, Jain P, Cooper GM, Reddy TE, Crawford GE, Myers RM. Distinct properties of cell-type-specific and shared transcription factor binding sites. Mol Cell. 2013;52(1):25–36.10.1016/j.molcel.2013.08.037PMC381113524076218

[50] Gertz J, Varley KE, Davis NS, Baas BJ, Goryshin IY, Vaidyanathan R, Kuersten S, Myers RM. Transposase mediated construction of RNA-seq libraries. Genome Res. 2012;22(1):134–41.10.1101/gr.127373.111PMC324620022128135

[51] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9):R137.10.1186/gb-2008-9-9-r137PMC259271518798982

[52] Bailey TL, Williams N, Misleh C, Li WW (2006). MEME: discovering and analyzing DNA and protein sequence motifs. Nucleic Acids Res.

[53] Merico D, Isserlin R, Stueker O, Emili A, Bader GD (2010). Enrichment map: a network-based method for gene-set enrichment visualization and interpretation. PLoS One.

[54] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[55] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–50.10.1073/pnas.0506580102PMC123989616199517

[56] Creyghton MP, Cheng AW, Welstead GG, Kooistra T, Carey BW, Steine EJ, Hanna J, Lodato MA, Frampton GM, Sharp PA et al. Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci U S A. 2010;107(50):21931–6.10.1073/pnas.1016071107PMC300312421106759

[57] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G. GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol. 2010;28(5):495–501.10.1038/nbt.1630PMC484023420436461

[58] Angel P, Karin M (1991). The role of Jun, Fos and the AP-1 complex in cell-proliferation and transformation. Biochim Biophys Acta.

[59] Biddie SC, John S, Sabo PJ, Thurman RE, Johnson TA, Schiltz RL, Miranda TB, Sung MH, Trump S, Lightman SL. Transcription factor AP1 potentiates chromatin accessibility and glucocorticoid receptor binding. Mol Cell. 2011;43(1):145–55.10.1016/j.molcel.2011.06.016PMC313812021726817

[60] Savic D, Roberts BS, Carleton JB, Partridge EC, White MA, Cohen BA, Cooper GM, Gertz J, Myers RM: Promoter-distal RNA polymerase II binding discriminates active from inactive CCAAT/enhancer-binding protein beta binding sites. Genome Res. 2015;25(12):1791–800.10.1101/gr.191593.115PMC466500126486725

[61] De Santa F, Barozzi I, Mietton F, Ghisletti S, Polletti S, Tusi BK, Muller H, Ragoussis J, Wei CL, Natoli G. A large fraction of extragenic RNA pol II transcription sites overlap enhancers. PLoS Biol. 2010;8(5):e1000384.10.1371/journal.pbio.1000384PMC286793820485488

[62] Dong X, Greven MC, Kundaje A, Djebali S, Brown JB, Cheng C, Gingeras TR, Gerstein M, Guigo R, Birney E et al. Modeling gene expression using chromatin features in various cellular contexts. Genome Biol. 2012;13(9):R53.10.1186/gb-2012-13-9-r53PMC349139722950368

[63] Kolasinska-Zwierz P, Down T, Latorre I, Liu T, Liu XS, Ahringer J (2009). Differential chromatin marking of introns and expressed exons by H3K36me3. Nat Genet.

[64] Bovenga F, Sabba C, Moschetta A (2015). Uncoupling nuclear receptor LXR and cholesterol metabolism in cancer. Cell Metab.

[65] Lin CY, Gustafsson JA (2015). Targeting liver X receptors in cancer therapeutics. Nat Rev Cancer.

[66] Joshi H, Pal T, Ramaa CS (2014). A new dawn for the use of thiazolidinediones in cancer therapy. Expert Opin Investig Drugs.

[67] Zhang Z, Xu Y, Xu Q, Hou Y (2013). PPARgamma against tumors by different signaling pathways. Onkologie.

[68] Sever R, Glass CK (2013). Signaling by nuclear receptors. Cold Spring Harb Perspect Biol.

[69] Ghisletti S, Huang W, Ogawa S, Pascual G, Lin ME, Willson TM, Rosenfeld MG, Glass CK. Parallel SUMOylation-dependent pathways mediate gene- and signal-specific transrepression by LXRs and PPARgamma. Mol Cell. 2007;25(1):57–70.10.1016/j.molcel.2006.11.022PMC185038717218271

[70] Huang W, Ghisletti S, Saijo K, Gandhi M, Aouadi M, Tesz GJ, Zhang DX, Yao J, Czech MP, Goode BL et al. Coronin 2A mediates actin-dependent de-repression of inflammatory response genes. Nature. 2011;470(7334):414–8.10.1038/nature09703PMC346490521331046

[71] Ogawa S, Lozach J, Jepsen K, Sawka-Verhelle D, Perissi V, Sasik R, Rose DW, Johnson RS, Rosenfeld MG, Glass CK. A nuclear receptor corepressor transcriptional checkpoint controlling activator protein 1-dependent gene networks required for macrophage activation. Proc Natl Acad Sci U S A. 2004;101(40):14461–6.10.1073/pnas.0405786101PMC52194015452344

How the deposited data were processed for this re-analysis (not part of the article)

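RNA-seq and ChIP-seq data of HT29 cells were used, with 82 samples listed in the labels of the series. The 32 RNA-seq libraries comprise 4 replicates each of DMSO, 10 μM GW3965, 10 μM T0901317 and 10 μM rosiglitazone at 24 and 48 h. ChIP-seq had 2 replicates per group and covered LXRA, LXRB and PPARG at 2 and 48 h, JunD in DMSO-treated cells, and H3K27ac and RNAP2 in DMSO-treated cells and after 24 and 48 h of GW3965 or rosiglitazone. The labels give no hour for the DMSO libraries of ChIP-seq, which the paper places at 0 h. H3K36me3 and input libraries were not analysed here.

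For RNA-seq, the authors sequenced paired-end Nextera libraries of mRNA and deposited whole-number counts per Ensembl gene without normalization. The aligner, the counting program, the strand setting and the genome build are not given in the sources used here, and the authors compared genes with DESeq. For ChIP-seq, the authors sequenced from 1 end and called peaks with MACS in each replicate against an input control, and the deposited score of each peak is minus 10 times the log10 of its p according to the methods. The lowest score was 100, and peaks had not been filtered for reproducibility. Coordinates were read as 0-based BED intervals, and the aligner and the build of these files are not given in the sources used here.

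All libraries of a time point were fitted together with edgeR 4.0.16 in R 4.3.3, after its filter for low counts and TMM scaling. Each drug was compared with DMSO by the quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 2 or, as in the paper's second setting, 1.5. Standard errors were taken from the fold change and the F statistic. The difference between the responses at 24 and 48 h was tested as an interaction in a fit of all 32 libraries, with 23140 genes. Median total counts at 24 h were 37510905.5 with DMSO, 43051643.5 with GW3965, 33900633.5 with T0901317 and 34870108.0 with rosiglitazone. At 48 h they were 33654991.0, 45403771.0, 44496570.5 and 37504413.0. TMM factors lay between 0.874 and 0.944 in the rosiglitazone libraries at 48 h. CPM values use these factors.

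Genes to be named were chosen by rule: PDK4, the receptors and JUND, known targets of LXR and PPARG, and for each drug and time point the 2 largest increases and the 2 largest decreases among called genes. The last group was limited to genes with an average log2 CPM of at least 1 and with all 4 treated libraries on the same side of all 4 DMSO libraries. NR1H4 and RP11-573I11.2 were named after their values had been seen, and 1 gene chosen by the rule is not reported here. The 9 gene lists were tested with camera in limma 3.58.1, with fry and with an estimated correlation between genes as alternatives.

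Peaks were joined with bedtools 2.31.1 in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. A site was the merged span of peaks of both replicates that overlapped by at least 1 bp. Sites gained or lost were defined by overlap with DMSO sites. Shares carry Wilson 95% intervals, which cover counting error only, and a background from the same sites shifted by 100 kb. Depth at the sites was not used, so peak numbers are limited by the depth of each library, which is unknown here.

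The effect of sharing the DMSO libraries was estimated from 10 simulations per time point, with groups without a drug effect and with called effects reassigned among genes of like abundance. The methods were also tested on simulated data with 200 changed genes per comparison, of which edgeR recovered between 97.5% and 100% with 0 to 2 false calls. DESeq2 1.42.0 recovered between 98.5% and 100%, and the interaction test between 93.5% and 96% with 3 false calls. All simulated changes were larger than 2-fold and lay in genes above 1 CPM. These shares therefore do not give the recovery of real changes near the cutoff or in genes with low counts. The alternatives covered the tool, scaling, filter, libraries in the fit, a block for the replicate number, the fold change test, the set test, the overlap rule, the score limit, the number and width of sites and leaving out single libraries. Promoters near sites, AP1 motifs and read depths at sites were not analysed here, since no gene coordinates or genome sequence were used.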

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

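The tests in this part were chosen before their results were seen, with 2 exceptions. The exchange of residuals and the DMSO change of JUND and PPARG were chosen only after the result was seen. Across all 32 libraries, the response to GW3965 differed between 24 and 48 h for 5006 genes, that to T0901317 for 4036 and that to rosiglitazone for 566 at an adjusted p under 0.01 in the edgeR interaction test. With GW3965, 2305 of these genes were more positive and 2701 more negative at 48 h, with T0901317 1733 and 2303, and with rosiglitazone 320 and 246. Of 97 genes called higher with GW3965 at 24 h and also tested at 48 h, 60 were called higher and 18 lower at 48 h, and with T0901317 33 and 15 of 59. With rosiglitazone, 0 genes were called in opposite directions. Across all genes, the responses at 24 and 48 h had a correlation of 0.128 with GW3965 and 0.115 with T0901317, where genes are not independent replicates. Chance was tested in fits of only 1 drug and DMSO, where the real groups gave 5190 genes for GW3965, 4340 for T0901317 and 367 for rosiglitazone. Of 75 drawn splits of the libraries within time points, as many genes were found in 1 for GW3965, 2 for T0901317 and 3 for rosiglitazone, the real one included. These splits also remove the drug effect itself, so they do not test equal responses at both time points. The other splits as large kept the real groups at 1 time point, where splits that kept those of 48 h gave up to 4398, 4657 and 3568 genes, and the 70 that kept neither gave at most 0 genes at that threshold with edgeR. For equal responses, the residuals of a limma fit without interaction were exchanged between libraries within time points. The real arrangement gave 5220, 4360 and 363 genes, and of 100 arrangements as many were found in 1 for each drug, the real one, so chance can be excluded. The largest number in another arrangement was 1 for GW3965, 1 for T0901317 and 309 for rosiglitazone, the last in 1 that kept the groups of 1 time point. The count for rosiglitazone depended on single libraries, with 349 genes without replicate 3 and 1220 without replicate 1 of rosiglitazone at 48 h. It was 376 without replicate 4 of DMSO at 24 h and 371 without replicate 2 of DMSO at 48 h.

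A rise of the DMSO level between 24 and 48 h is a candidate explanation for the later repression by the LXR agonists. In DMSO libraries held out from the selection of genes, the genes repressed by GW3965 at 48 h rose from 24 to 48 h by a median of 1.55 (log2, between 1.49 and 1.60 over 6 splits), against 0.005 for genes of like abundance. Of these genes, 97.7% rose, and their median level with GW3965 at 48 h was 0.23 above that of DMSO at 24 h, with 37.5% of them below it. For T0901317 the rise was 1.49 (between 1.40 and 1.58), and the median level at 48 h was 0.11 above that of DMSO at 24 h. There 43.9% of the genes lay below it, against 93.8% for rosiglitazone. For rosiglitazone the rise was 0.233 and the level at 48 h minus that of DMSO at 24 h was -1.28, which argues against this explanation for its repressed genes. Between DMSO at 48 and 24 h themselves, 8934 of 23140 genes differed. Whether this is an effect of time or of another difference between the 24 h and 48 h libraries cannot be told apart, since every 24 h library is in one table of counts and every 48 h library in the other. A difference shared by all 48 h libraries would raise the drug libraries of 48 h as well, so by itself it does not produce the repression. A drug effect on genes that rise with time in culture stays open as the biological explanation, as does a direct repression that acts only late.

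For the named genes with each of the 3 drugs, 75 combinations were tested for a difference between 48 and 24 h, and 37 passed an adjusted p under 0.01. With GW3965 the log2 response at 48 h minus that at 24 h was -0.36 for NR1H2 (adjusted p = 0.000516), 0.55 for NR1H3 (7.23e-05), -0.97 for PPARG (1.34e-08) and -0.90 for JUND (3.69e-05). It was 1.16 for ABCA1 (7.65e-07), -1.29 for ABCG1 (1.30e-07), 0.56 for SCD (8.42e-08) and 1.61 for FASN (5.36e-06). It was 2.59 for ANGPTL4 (0.000408), 2.33 for BATF2 (9.33e-07), -3.93 for AREG (1.83e-18) and -3.94 for AREGB (1.37e-17), the last 2 being near-identical copies whose reads the counting may share. It was 0.82 for PDK4 (9.20e-05), 0.33 for CPT1A (0.000445), 1.04 for SLC38A4 (1.61e-05), 0.89 for ATOH1 (0.00842), -4.73 for G0S2 (4.99e-13) and -8.00 for FGF21 (0.000109, standard error 1.45), whose counts at 24 h were too low for a test at that time alone. With T0901317 it was -0.55 for NR1H2 (1.44e-06), 0.47 for NR1H3 (0.000541), -0.69 for PPARG (6.58e-06) and -1.26 for JUND (2.08e-07). It was 1.42 for ABCA1 (2.50e-08), -1.31 for ABCG1 (1.16e-07), 0.71 for SCD (7.89e-10), 1.32 for FASN (0.000101) and -4.96 for G0S2 (1.37e-12). It was 1.30 for PDK4 (1.95e-07), 0.29 for CPT1A (0.00187), 1.65 for BATF2 (0.000119), -3.34 for AREG (1.06e-16) and -3.36 for AREGB (6.31e-16). With rosiglitazone it was 1.43 for ABCA1 (1.29e-05), 0.73 for ABCG1 (0.00597), 1.41 for PLIN2 (0.000105), -1.25 for NOX1 (0.00239) and -2.50 for ATOH1 (0.000224). The negative differences of JUND and PPARG go with a rise of their DMSO level between 24 and 48 h by 1.25 and 0.81, in keeping with the median rise of 1.55 among repressed genes. JUND was low in 1 GW3965 library at 24 h, and its difference without that library was not tested.

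The values of named genes and the library totals formed 204 groups of 4 libraries. In 12 of them, all of named genes, 1 value lay far from the others by Dixon's test at the 95% level. At 24 h these were ABCA1 with rosiglitazone (replicate 3, 2.82 CPM, others from 2.21 to 2.30), and with DMSO ATOH1 (replicate 3, 6.38, others from 4.88 to 5.14), BATF2 (replicate 4, 4.05, others from 2.91 to 2.99), CD200 (replicate 3, 8.14, others from 5.43 to 5.72) and SLC38A4 (replicate 4, 1.37, others from 1.04 to 1.08). With GW3965 at 24 h it was JUND (replicate 1, 84.9, others from 134 to 140). With T0901317 they were POU2F3 (replicate 2, 2.39, others from 1.25 to 1.40) and SLC38A4 (replicate 1, 1.22, others from 1.06 to 1.08), and with rosiglitazone POU2F3 (replicate 4, 0.455, others from 0.156 to 0.205). At 48 h all 3 were with GW3965: G0S2 (replicate 3, 3.46, others from 2.49 to 2.65), NOX1 (replicate 1, 9.25, others from 13.2 to 14.0) and PDK4 (replicate 2, 19.1, others from 22.6 to 23.2). They make up 5.88% of the groups, where chance gives 5.0% (binomial p = 0.324), so chance alone suffices as an explanation for their number. Only 3 of the 12 were in the smallest library of their group, which argues against low depth. They fell in 10 libraries, with at most 2 in any 1, and no biological explanation was tested. Without replicate 1 of GW3965 at 24 h, the change of JUND was 0.35 (adjusted p = 0.000493) in place of 0.20 (adjusted p = 0.417).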

How the results depend on the processing

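Except for 3, the alternatives were chosen before the data were examined. The sites of only 1 time point, the sites of both time points and the peaks of 1 replicate that overlap the other were added after the values had been seen. Changes whose cause does not follow from how the setting is built were not examined further, and for them the cause was not tested. No gene, list or correlation reversed its direction past its threshold in any setting.

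Lowering the fold change cutoff to 1.5 raised all counts, as it must. GW3965 had 216 higher and 75 lower genes at 24 h and 1859 and 1749 at 48 h, T0901317 150 and 7 at 24 h and 1570 and 1636 at 48 h, and rosiglitazone 395 and 682 at 24 h and 1076 and 1662 at 48 h. Both LXR agonists shared 115 higher and 3 lower genes at 24 h and 1065 and 1168 at 48 h. Rosiglitazone shared 114 and 831 genes with GW3965 at 24 and 48 h and 55 and 824 with T0901317. The share of higher genes with GW3965 at 24 h was 74.2%, and the share of shared genes with the same direction at 48 h was 47.3% for rosiglitazone and GW3965 and 28.4% for rosiglitazone and T0901317. At this cutoff the 3 lower genes shared at 24 h became 1 without replicate 3 of DMSO and 1 without replicate 1 of T0901317, and the 7 lower genes with T0901317 became 4 without replicate 1 and 11 without replicate 4 of T0901317.

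Testing against a fold change of 1.5 with glmTreat, in place of the 2-fold cutoff, lowered most counts, while the lower genes shared by both LXR agonists at 48 h went from 376 to 379. It left 6 lower genes with GW3965 at 24 h, 0 with T0901317 at 24 h (edgeR called 2 without it, and 2651 genes of either direction had an unadjusted p under 0.05 there), 167 and 550 with rosiglitazone at 24 and 48 h, and 411 higher genes with T0901317 at 48 h. Rosiglitazone shared 20 and 141 genes with GW3965 and 6 and 125 with T0901317 at 24 and 48 h. The share of higher genes with GW3965 at 24 h was 92.1%, and the same-direction shares were 64.5% for rosiglitazone and GW3965 at 48 h and 100% for rosiglitazone and T0901317 at 24 h. Named genes with changes near 2-fold, BATF2 and PTPRO with GW3965 at 24 h among them, were no longer called.

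Among the other settings of the RNA-seq fit, DESeq2 gave 1015 genes whose response to rosiglitazone differed between the time points, against 566 with edgeR. A minimum of 1 CPM in 4 libraries left 1 lower gene with T0901317 at 24 h. Without a filter on low counts the correlation of GW3965 and T0901317 at 48 h was 0.906. Scaling by library size alone gave a 75% share of higher genes with GW3965 at 24 h. It moved the median log2 fold change of all genes with rosiglitazone at 48 h by -0.18, and the split with rosiglitazone became 134 higher and 403 lower at 24 h and 301 higher and 1265 lower at 48 h. In the same setting, a fold change of at least 1.5 gave 652 higher and 2714 lower genes with rosiglitazone at 48 h, 11 lower genes with T0901317 at 24 h and 5 lower genes with both agonists at 24 h. Fits of only 1 drug and DMSO also gave 5 for the last count. Size factors of DESeq2 in edgeR moved none of the counts by over 1.5 times. Camera with the estimated correlation left 20 lists past 0.05, against 37 with the fixed correlation, and fry gave 39.

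Leaving out 1 RNA-seq library at a time changed few counts. The lower genes with T0901317 at 24 h were 1 without replicate 1, 1 without replicate 3 and 7 without replicate 4 of T0901317. The genes whose response to rosiglitazone differed with time ran from 349 without replicate 3 to 1220 without replicate 1 of rosiglitazone at 48 h, with 376 without replicate 4 of DMSO at 24 h and 371 without replicate 2 of DMSO at 48 h. The same-direction share at 48 h ran from 51.1% to 64.8% for rosiglitazone and GW3965 and from 30.9% to 46.6% for rosiglitazone and T0901317, lowest without replicate 1 and highest without replicate 3 of rosiglitazone. At 24 h it ran for rosiglitazone and T0901317 from 71.4% without replicate 3 of rosiglitazone to 100% without replicate 4 of DMSO.

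For the gene lists, the MAPK result with T0901317 at 24 h (adjusted p = 0.0432) did not pass 0.05 without replicate 2 (0.0721), 3 (0.0553) or 4 (0.0714) of DMSO or replicate 1 (0.0961), 2 (0.0574) or 3 (0.0592) of T0901317. Wnt signaling with GW3965 at 24 h passed without replicate 1 of GW3965 (0.0478), while the cell cycle list with GW3965 at 24 h did not pass without replicate 4 (0.143). The cell cycle list passed with T0901317 at 24 h without replicate 1 of T0901317 (0.0232) and with rosiglitazone at 48 h without replicate 1 of rosiglitazone (0.0378). Between 36 and 38 lists passed when 1 library was left out.

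Some named genes crossed an adjusted p of 0.01 when 1 library was left out. ABCA1 with rosiglitazone at 48 h passed without replicate 1 of DMSO (0.64, adjusted p = 0.00195), and ANGPTL4 with GW3965 at 24 h passed without replicate 1 of GW3965 (1.37, 0.00687). ANGPTL4 with T0901317 at 48 h passed without replicate 2 (1.53, 0.00736) or replicate 3 of T0901317 (1.55, 0.00563). JUND passed with GW3965 at 24 h without replicate 1 of GW3965 (0.35, 0.000493) and with rosiglitazone at 48 h without replicate 4 of rosiglitazone (0.37, 0.00748). PLIN2 with T0901317 at 48 h passed without replicate 1 (0.00757) or 3 (0.00692) of rosiglitazone.

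FASN with rosiglitazone at 48 h did not pass without replicate 1 (adjusted p = 0.0180), 2 (0.0140), 3 (0.0329) or 4 (0.0153) of DMSO, or without replicate 1 (0.0310) or 2 (0.0257) of rosiglitazone. The same held without replicate 1 (0.0115), 2 (0.0102), 3 (0.0102) or 4 (0.0116) of GW3965 and without replicate 2 (0.0100) or 4 (0.0108) of T0901317. MYLIP with rosiglitazone at 24 h did not pass without replicate 2 (0.0178), 3 (0.0149) or 4 (0.0183) of DMSO or replicate 2 (0.0244) or 3 (0.0198) of rosiglitazone. PLIN2 with T0901317 at 24 h did not pass without replicate 3 (0.0139) or 4 (0.0116) of DMSO or replicate 3 of T0901317 (0.0109).

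The numbers of the replicates do not pair the samples. Over 24 pairs of a DMSO and a drug library with the same number, the deviations from the group means correlated between -0.103 and 0.0976, with a mean of 0.00692. With the replicate number as a block, GW3965 had 89 higher and 20 lower genes at 24 h and 720 and 567 at 48 h, T0901317 56 and 2 and 613 and 568, and rosiglitazone 167 and 292 and 441 and 856. The time-point differences numbered 4901, 3955 and 519, and 36 lists passed. Only the MAPK list with T0901317 at 24 h (adjusted p = 0.0517) and MYLIP with rosiglitazone at 24 h (adjusted p = 0.0115) no longer passed.

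With peak centres at most 250 bp apart, H3K27ac sites gained at 24 h numbered 5090 with GW3965 and 9782 with rosiglitazone. Sites lost were 6551 and 5862 with GW3965 at 24 and 48 h and 5474 and 5961 with rosiglitazone. The share of sites that overlap JunD was 25.1% and 28.8% for LXRA at 2 and 48 h, 48.9% and 41.0% for LXRB and 28.3% and 32.8% for PPARG. The share with RNAP2 was 43.4% for LXRA and 60.2% for LXRB, and the share of LXRB sites with LXRA was 71.1% at 2 h and 70.9% at 48 h. Found only at 2 h were 839 LXRB sites, and found only at 48 h were 880 PPARG sites. A stricter rule of overlap lowers shares and raises unmatched sites by construction. An overlap of 50% of the shorter interval moved none of these results by as much.

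Using the upper 50% of each replicate's peaks by score, sites numbered 9291 and 8766 for LXRA at 2 and 48 h, 1939 and 4717 for LXRB and 7284 and 4254 for PPARG. H3K27ac sites gained were 1584 and 3275 with GW3965 and 3430 and 3561 with rosiglitazone, so rosiglitazone had more at 48 h in this setting. The share with JunD was 25.5% for LXRA, 49.7% for LXRB and 27.1% for PPARG at 2 h and 29.7% for PPARG at 48 h. The share with RNAP2 was 39.7% for LXRA and 64.4% for LXRB, and 69.1% of LXRB sites at 2 h overlapped LXRA. Found only at 2 h were 230 LXRB and 3214 PPARG sites, and only at 48 h 2998 LXRB and 256 PPARG sites.

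Counting H3K27ac sites as changed only without a peak in either replicate of the reference left 921 and 3029 gained sites with GW3965 and 3034 and 2724 with rosiglitazone at 24 and 48 h, and 319, 399, 1155 and 1062 lost sites in the same order. Sites found in either replicate numbered 31532 and 30037 for LXRA at 2 and 48 h, 8200 and 16472 for LXRB and 25382 and 15832 for PPARG. Both follow from how the settings are built.

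With every site reduced to 200 bp, the share with JunD was 24.2% and 27.9% for LXRA at 2 and 48 h, 47.2% and 38.7% for LXRB and 27.8% and 31.9% for PPARG. The share with RNAP2 was 41.5% for LXRA and 57.9% for LXRB, and LXRB sites overlapped LXRA in 68.8% at 2 h and 68.3% at 48 h. With equal numbers of the strongest sites, the JunD ratios were 1.03 for LXRB and 1.02 for PPARG. In that setting the share of LXRB sites at 48 h with JunD was 63.8%, above the 60.9% at 2 h, and that of PPARG sites at 2 h was 40.0%, above the 38.9% at 48 h, so both directions reversed. The share of LXRA sites with RNAP2 was 67.9%.

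In the settings added after the values had been seen, sites of both time points overlapped JunD in 41.8% and 41.9% for LXRA at 2 and 48 h, 64.1% and 64.1% for LXRB and 40.4% and 40.4% for PPARG, near equal by construction since they are the same loci and JunD had 1 condition. Sites of only 1 time point did so in 9.95% and 19.6% for LXRA, 40.0% and 43.2% for LXRB and 25.9% and 18.5% for PPARG. Peaks of 1 replicate that overlap the other gave numbers close to those of merged sites.

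Leaving out 1 of 2 ChIP-seq replicates drops the reproducibility rule for that group alone, so its sites rise by construction, and comparisons with a group that keeps both replicates do not show that an order depends on a library. Gained sites with GW3965 at 24 h ran from 1138 without replicate 1 of DMSO to 9259 without replicate 1 of GW3965, with 8294 without its replicate 2. At 48 h they ran from 3593 without replicate 1 of DMSO to 11622 without replicate 2 of GW3965, with 9570 without its replicate 1. With rosiglitazone they ran from 3619 without replicate 1 of DMSO to 9194 without replicate 1 of rosiglitazone at 24 h, and from 3254 without replicate 1 of DMSO to 10010 without replicate 2 of rosiglitazone at 48 h. Lost sites with GW3965 ran from 1005 without its replicate 2 to 8363 without replicate 1 of DMSO at 24 h, and from 702 without its replicate 2 to 7906 without replicate 1 of DMSO at 48 h. With rosiglitazone they ran from 1652 without its replicate 1 to 7020 without replicate 1 of DMSO at 24 h, and from 1505 without its replicate 2 to 6890 without replicate 1 of DMSO at 48 h.

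For receptor sites, peaks of 1 replicate alone gave for LXRA 19357 (without replicate 1) and 30953 (without replicate 2) at 2 h and 29263 and 18436 at 48 h. For LXRB they gave 4555 and 7583 at 2 h and 14788 and 11100 at 48 h, and for PPARG 15804 and 24039 at 2 h and 8933 and 15378 at 48 h. Sites of LXRB found only at 2 h ran from 315 without replicate 1 at 48 h to 2521 without replicate 2 at 2 h, with 804 without replicate 1 at 2 h. Those found only at 48 h ran from 4203 without replicate 2 at 2 h to 11159 without replicate 1 at 48 h. For PPARG, sites found only at 2 h ran from 2963 without replicate 2 at 48 h to 15541 without replicate 2 at 2 h, and those found only at 48 h from 129 to 4225 with the same libraries in reverse order. These changes follow from the unequal rule. In single replicates, PPARG had more peaks in both of 2 h than in either of 48 h.

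The share of LXRA sites with JunD ran from 22.7% without replicate 2 of LXRA to 36.9% without replicate 1 of JunD at 2 h, and from 25.6% without replicate 1 of LXRA to 42.9% without replicate 1 of JunD at 48 h. For LXRB it ran from 48.2% without replicate 2 of LXRB to 65.6% without replicate 1 of JunD at 2 h, and from 38.7% without replicate 1 of LXRB to 58.6% without replicate 1 of JunD at 48 h. For PPARG it ran from 26.4% without replicate 2 of PPARG to 41.5% without replicate 1 of JunD at 2 h, and from 36.1% without replicate 2 of PPARG to 46.4% without replicate 1 of JunD at 48 h. The ratio of JunD sites with LXRB, 48 h over 2 h, ran from 1.28 without replicate 2 of LXRB at 2 h to 2.30 without replicate 1 at 48 h. The ratio for PPARG, 2 h over 48 h, ran from 0.869 without replicate 2 at 48 h to 1.87 without replicate 2 at 2 h, with the same unequal rule, and between single replicates from 0.909 to 1.85.

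The share of LXRA sites with RNAP2 at 48 h ran from 47.4% without replicate 1 of LXRA to 62.5% without replicate 2 of RNAP2, and that of LXRB sites from 72.9% without replicate 2 of LXRB to 84.2% without replicate 2 of RNAP2. The share of LXRB sites with LXRA ran from 78.0% without replicate 1 of LXRB to 89.3% without replicate 2 of LXRA at 2 h, and from 66.6% without replicate 1 of LXRB to 90.9% without replicate 1 of LXRA at 48 h.

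The alternatives on promoters near sites (other distances, backgrounds, gene sets and gene starts) and on the window for the AP1 motif were not run, since these results were not analysed here. Library totals between 21044798 and 51332656 counts limit the RNA-seq calls, and the depths of the ChIP-seq libraries are unknown here.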

Differences from the paper's values

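The added alternatives on JunD sites were chosen only after the result was seen. A value is said to differ when it and the paper's value are over 1.5 times apart and the gap exceeds the SD of the replicates, where there is one. Of 81 values the paper states that were also computed here, 8 differ by this rule and 73 lie within it, which leaves room for sizeable gaps. The share of LXRB sites at 2 h that overlap JunD, 60.9% here and 41% in the paper, is among the 73.

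Among genes up, for rosiglitazone at 24 h the paper gives 273, and 170 were found here. Of the alternatives set before the data were examined, no filter on low counts (184) and the fold change cutoff of 1.5 (395) lie within 1.5 times of the paper's value, the latter with another cutoff than the paper's 2-fold. DESeq2 (181), its size factors in edgeR (174), 1 CPM in 4 libraries (155), glmTreat (136), library size only (134), only the drug and DMSO libraries (175), the replicate block (167) and each library left out do differ. For genes lower after 24 h of rosiglitazone the paper gives 177, and 305 were found here. There 1 CPM in 4 libraries (245), glmTreat (167), and the fits without replicate 3 of DMSO (254) and without replicate 4 of rosiglitazone (263) do not differ. DESeq2 (308), its size factors (294), the cutoff of 1.5 (682), library size only (403), no filter (322), only the drug and DMSO libraries (299), the replicate block (292) and the other libraries left out do differ. With the 2 directions exchanged, the paper's 273 stands beside 305 here and its 177 beside 170. At the cutoff of 1.5, the paper's 421 higher and 646 lower genes stand beside 395 and 682 without exchange.

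For genes lower after 24 h of T0901317 the paper gives 1, and 2 were found here. With 1 CPM in 4 libraries, without replicate 1 and without replicate 3 of T0901317 the number was 1, and the other alternatives differ. For genes lower with both LXR agonists at 24 h at a fold change of 1.5 the paper gives 5, and 3 were found here. DESeq2 (4), library size only (5), no filter (4), only the drug and DMSO libraries (5) and the fit without replicate 3 of rosiglitazone (4) do not differ, while DESeq2 size factors (2), 1 CPM in 4 libraries (3) and the replicate block (3) do.

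For the share of PPARG sites at 48 h that overlap JunD the paper gives 12%, and 38.9% was found here. All alternatives differ from the paper's value, the lowest being 18.5% for sites found only at 48 h, a setting chosen after seeing the values.

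For PDK4 with rosiglitazone the paper gives 2.09e-151 as the adjusted p of PDK4, without a time point, and the values here are 1.12e-12 at 24 h and 1.25e-13 at 48 h. DESeq2 gave 9.57e-125 at 24 h and 9.90e-156 at 48 h. The paper's fold change of PDK4 is 6, beside 5.99 at 24 h and 9.09 at 48 h here. The value at 48 h does not differ with library size only (8.00) and without replicate 4 of DMSO (9.00), replicate 3 (8.65) or replicate 4 (8.84) of rosiglitazone, and differs with the other alternatives.

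In its comparison of receptor sites with JunD, the paper has the larger share at 48 h for LXRB and at 2 h for PPARG. Here the share for LXRB was 60.9% at 2 h and 50.9% at 48 h, and that for PPARG 34.0% at 2 h and 38.9% at 48 h. With equal numbers of the strongest sites, an alternative set before the data were examined, the directions are the paper's, with 63.8% at 48 h against 60.9% for LXRB and 40.0% at 2 h against 38.9% for PPARG. The sites of only 1 time point, chosen after seeing the values, also have the paper's directions (43.2% against 40.0% and 25.9% against 18.5%). The other overlap, width and score settings keep the opposite directions. At 2 and 48 h these gave for LXRB 49.7% and 45.0% and for PPARG 27.1% and 29.7% with the upper 50% of peaks, 47.2% and 38.7% and 27.8% and 31.9% with sites of 200 bp, 48.9% and 41.0% and 28.3% and 32.8% with centres at most 250 bp apart, and 60.7% and 50.6% and 33.7% and 38.7% with an overlap of 50%. The inverse comparison has the paper's directions, with ratios of 1.94 and 1.46. Without replicate 2 of PPARG at 48 h the ratio was 0.869, but that setting compares all peaks of 1 replicate at 48 h with reproducible sites at 2 h.

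The paper counts cell cycle among the pathways lowered by both LXR agonists at 48 h. The hand-written cell cycle list had medians of -0.08 and 0.08 here and did not pass (adjusted p = 0.229 with GW3965 and 0.987 with T0901317), although 17 and 15 of its genes were lower. The other 3 pathways the paper names passed in that direction with camera at the fixed correlation and with fry. They did not pass when camera estimated the correlation between genes, with an adjusted p from 0.143 to 0.413. The lists are not the paper's KEGG sets.

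The paper has more sites gaining H3K27ac with rosiglitazone than with GW3965 at both time points. At 48 h the numbers here were 5665 and 5887. Rosiglitazone had more with peak centres at most 250 bp apart (7831 against 7606) and with the upper 50% of peaks (3561 against 3275). GW3965 had more with an overlap of 50% (5950 against 5739) and with no peak in either replicate of DMSO (3029 against 2724).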

Other observations

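In this part, equal numbers of sites had been set as an alternative beforehand, but their use to test the number of sites as an explanation of the JunD overlap was chosen only after the result was seen. The levels of MYC in all groups were also looked up only after its values had been seen. The numbers of genes called exclude chance for all 3 drugs at both times: among the 35 splits of the 4 drug and 4 DMSO libraries, as many genes were called in 1, the real one, in each of the 6 comparisons. The largest number in any other split was 1. For the gene lists, chance cannot be excluded from the number of lists alone. As many lists passed in 5 of 35 splits for GW3965 at 24 h, 7 at 48 h, 3 and 5 for T0901317, and 2 and 11 for rosiglitazone, in camera tests with a fixed correlation of 0.01. The estimated correlation between genes leaves 20 of the 54 list results.

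The rise of DMSO levels also bears on the gene lists. All 8 AP1 subunits rose between 24 and 48 h in DMSO, by a median of 1.56, and at 48 h their level was 0.47 above DMSO at 24 h with GW3965, 0.15 above it with T0901317 and 2.13 above it with rosiglitazone. Their lower level with the LXR agonists at 48 h is consistent with a rise that the agonists limit, the explanation for which the repressed genes gave 1.55 and 1.49. Of the MAPK genes 41 of 65 rose in DMSO, of the TGF-beta genes 28 of 43 and of the Wnt genes 30 of 51, and with GW3965 at 48 h the medians against DMSO at 24 h were -0.04, -0.08 and -0.04. Cell cycle genes had a median change of -0.57 with time in DMSO, and at 48 h their median against DMSO at 24 h was -0.63 with GW3965, -0.52 with T0901317 and -0.62 with rosiglitazone. MYC was at 194 ± 12.5 CPM in DMSO at 24 h, 324 ± 16.9 in DMSO at 48 h, 151 ± 5.90 with GW3965, 103 ± 15.7 with T0901317 and 519 ± 63.7 with rosiglitazone at 48 h (SD, n = 4). Across 14326 genes, the 48 h response correlated with the DMSO change in held-out libraries at -0.619 for GW3965, -0.570 for T0901317 and -0.0015 for rosiglitazone, where genes are not independent replicates. For the DMSO change itself, time in culture and a difference between the 2 sets of libraries both remain open. A set difference shared by all 48 h libraries does not explain why AP1 stood at 0.47 with GW3965 and at 2.13 with rosiglitazone, since these libraries belong to the same set.

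T0901317 had fewer called genes at 24 h than GW3965, and 1 of its libraries was the smallest of all. Thinned to that library's total of 21044798 counts, the libraries gave 104 genes for GW3965, 53 for T0901317 and 435 for rosiglitazone, which argues against depth as the reason. The doses of both agonists were 10 μM, and a difference in their potency was not tested.

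The smaller number of sites that gained H3K27ac after 24 h of GW3965 is consistent with the lower overlap between the GW3965 replicates. In single replicates compared with single DMSO replicates, a mean of 6946.25 peaks was gained with rosiglitazone and 6789.25 with GW3965, a ratio of 1.02, whereas the ratio of reproducible sites is that of 5965 to 2996. The gap remained among the upper 50% of peaks (3430 against 1584) and with peak centres at most 250 bp apart (9782 against 5090). These settings also ask for a peak in both replicates and so do not separate the explanations, and a slower chromatin response stays open. The same explanation was examined for the PPARG sites of 2 h, which overlapped H3K27ac sites more often after 24 h of rosiglitazone than of GW3965. There the single replicates stayed apart, with 64.1% and 63.8% for rosiglitazone and 53.4% and 52.6% for GW3965. The smallest gap of 10.5 percentage points argues against replicate overlap as the reason, and a drug effect stays open as a hypothesis. Whether it is particular to PPARG sites cannot be told, since the sites of the other receptors differed. LXRB sites of 2 h overlapped H3K27ac sites in 79.2% after rosiglitazone and 68.8% after GW3965. Single replicates were at 81.8% and 81.7% against 77.2% and 76.0%, closer together than for PPARG. For LXRA sites of 2 h the shares were 56.0% and 48.7%. There the single replicates overlapped, with 58.8% and 61.5% for rosiglitazone and 55.1% and 61.9% for GW3965.

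LXR sites of 48 h overlapped RNAP2 sites of DMSO-treated cells more often than those found after 48 h of GW3965. The number and width of the RNAP2 sites differ, with 26581 sites of a median 1367 bp in DMSO and 24895 of 1155 bp with GW3965. With 24895 sites of 200 bp each in both groups, the overlap was 79.2% and 72.4% for LXRB, a difference of 6.82 percentage points, and 65.0% and 53.1% for LXRA, a difference of 11.9. Single replicates had SDs of at most 1.86 and 3.09, so number and width alone do not account for the difference. The difference is not particular to LXR sites, since PPARG sites of 48 h overlapped RNAP2 sites in 63.7% for DMSO and 50.6% for 48 h of GW3965. Lower enrichment in the GW3965 libraries was not tested and stays open beside a wider loss of RNAP2. A change with time in culture stays open too, since the DMSO libraries have no hour in the labels.

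The larger share of JunD sites with LXRB at 48 h and with PPARG at 2 h may follow from the number of receptor sites. With equal numbers of the strongest sites, 26.8% of JunD sites overlapped LXRB at 48 h against 25.9% at 2 h, a ratio of 1.03, and 36.5% overlapped PPARG at 2 h against 35.8% at 48 h, a ratio of 1.02. The number of sites itself may reflect receptor occupancy or the libraries: for LXRB and PPARG the library numbers of 2 h and 48 h fall in different ranges. Whether these are separate batches is not given in the sources used here, so a batch difference stays open. For LXRA, 6605 sites (35.9%) were found only at 2 h and 5676 (32.8%) only at 48 h. Single replicates had 30953 and 19357 peaks at 2 h and 18436 and 29263 at 48 h, so no direction in time holds for the number of LXRA peaks.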
